# Polarized microtubule remodeling transforms the morphology of reactive microglia and drives cytokine release

**DOI:** 10.1038/s41467-023-41891-6

**Published:** 2023-10-09

**Authors:** Max Adrian, Martin Weber, Ming-Chi Tsai, Caspar Glock, Olga I. Kahn, Lilian Phu, Tommy K. Cheung, William J. Meilandt, Christopher M. Rose, Casper C. Hoogenraad

**Keywords:** Microtubules, Microglial cells, Neuroimmunology, Cellular neuroscience

## Abstract

Microglial reactivity is a pathological hallmark in many neurodegenerative diseases. During stimulation, microglia undergo complex morphological changes, including loss of their characteristic ramified morphology, which is routinely used to detect and quantify inflammation in the brain. However, the underlying molecular mechanisms and the relation between microglial morphology and their pathophysiological function are unknown. Here, proteomic profiling of lipopolysaccharide (LPS)-reactive microglia identifies microtubule remodeling pathways as an early factor that drives the morphological change and subsequently controls cytokine responses. We find that LPS-reactive microglia reorganize their microtubules to form a stable and centrosomally-anchored array to facilitate efficient cytokine trafficking and release. We identify cyclin-dependent kinase 1 (Cdk-1) as a critical upstream regulator of microtubule remodeling and morphological change in-vitro and in-situ. Cdk-1 inhibition also rescues tau and amyloid fibril-induced morphology changes. These results demonstrate a critical role for microtubule dynamics and reorganization in microglial reactivity and modulating cytokine-mediated inflammatory responses.

## Abstract (web summary)

Microglia drastically change their morphology when reacting to pathological stimuli. Here, the authors study the molecular responses to stimulation and unravel cytoskeleton remodeling pathways that induce morphological and functional changes.

## Introduction

Microglia are tissue-resident macrophages of the brain and play important roles in maintaining tissue homeostasis^1^. Depending on their environment, microglia have various roles ranging from synaptic pruning and neuronal circuit remodeling in normal brain development to pathological effects in autism spectrum disorders, schizophrenia, and various neurodegenerative diseases^2,3^. Recently, several studies have begun to dissect the different activity states of microglia that could explain their variety of functions in brain disease^4,5^. Reactive microglia cluster at pathological sites where they execute protective functions involved in the removal of dead cells, protein aggregates and other cellular debris. On the other hand, the sustained or chronic overstimulation of microglia with excess production of inflammatory mediators can lead to detrimental neuroinflammation^6^. Histologically, the most striking difference between homeostatic and reactive microglia is a distinct shift in cell morphology that has been used to measure microglial reactivity in patients and in vivo models for decades^7^. Importantly, microglial morphology is specific to the type of stimulus encountered and on their location within the brain^8,9^. However, the cell biological link between morphological and functional changes in microglia has not been studied comprehensively.

Within their tiled territories, homeostatic microglia have dynamic ramified protrusions that contact all other cell types in their vicinity and such extensive connections make resting microglia excellent sentinels surveilling the tissue for danger signals^10,11^. Microglial stimulation leads to a dramatic loss of cell protrusions and microglia become ameboid and motile^12^. Changes in cell morphology are consequences of rearrangements of the underlying actin and microtubule cytoskeletal organization. Until now, our understanding of the cytoskeletal dynamics in homeostatic and reactive microglia is very limited.

Microtubules are involved in cellular processes including motility, intracellular transport, and maintenance of cell shape in many cells in the CNS, including neurons and oligodendrocytes^13,14^. Microtubules have been shown to be essential for the branched morphology of microglia in vivo^10^. However very little is known about the role of microtubule dynamics during microglial reactivity^15^. Reactive microglia have microtubule organizations that are less dense than resting microglia in vitro. Their microtubules extend throughout the cytoplasm and get stabilized via posttranslational acetylation at the microtubule organizing center (MTOC)^16,17^. Most recently, Golgi outposts at branching points of microglial ramifications have been demonstrated to play a role in nucleating microtubules in homeostatic microglia^18^. Still, it remains unknown which factors and pathways are involved in microtubule organization during the process of microglial reactivity and how these cytoskeletal rearrangements relate to their function.

Here, we study the initial morphological change of reactive microglia, the underlying cytoskeletal rearrangements, and the link to inflammatory responses. We find that microglial cell morphology is dependent on dynamic microtubules that are highly regulated during stimulation. Microglia reorganize their microtubules into a radial array by activating their centrosomes and suppressing Golgi-mediated microtubule polymerization. Moreover, microtubule polymerization is favored in reactive microglia through downregulation of Stathmin 1 (Stmn1) and microtubule stabilization is mediated by microtubule-associated protein 4 (Map4). All three pathways are driven by the activation of cyclin-dependent kinase 1 (Cdk1), in absence of cell division. Cdk1 activity is required for the ameboid cell morphology of reactive microglia in acute brain slices and efficient trafficking and release of cytokines. Overall, this study highlights that microtubule remodeling is required to transform homeostatic microglia into a reactive ameboid state and drives cytokine-mediated inflammatory responses.

## Results

### Microglial morphology changes in late and early reactive states

Neuroinflammation has often been quantified by staining brain slices for microglial marker proteins, e.g., Iba1, and measuring staining intensity or positive areas over an empirically set threshold^19,20^. Recently more sophisticated machine-learning approaches have revealed nuanced regional differences in microglial morphology^21^. Alternatively, other studies have developed methods to segment individual microglial cells imaged with high-resolution microscopy to describe their morphology, especially their ramified protrusions, in ultrastructural detail^22^. We established a robust cell segmentation workflow based on widely used 3,3’-diaminobenzidine (DAB) staining of Iba1 protein in mouse brains (Fig. 1a–e, Supplementary Fig. 1a) allowing us to assess the overall changes in cell morphology for individually segmented microglia in situ. We resolved individual cell morphologies by first detecting individual cell bodies (Fig. 1b) and subsequent intensity-based water-shedding to separate protrusions of neighboring cells (Fig. 1c) (see “Methods” for details). Importantly, this routine excludes branches of cells that were not fully visible in the section analyzed, significantly reducing overestimation of the cell area seen in threshold-based approaches (Fig. 1d). A large range of cell morphologies, from ramified to ameboid, was detected and morphometric parameters were extracted for each cell (Fig. 1e). This analysis routine could in principle be adapted to other microglial stains, e.g., Tmem119-DAB yielding similar results (Supplementary Fig. 1b). As a particularly useful metric for cell reactivity in situ, we established the ramification index shown in Fig. 1e to differentiate highly ramified (close to 1) from less ramified cells (0.8 and lower) along with cell area and perimeter.

**Fig. 1:**
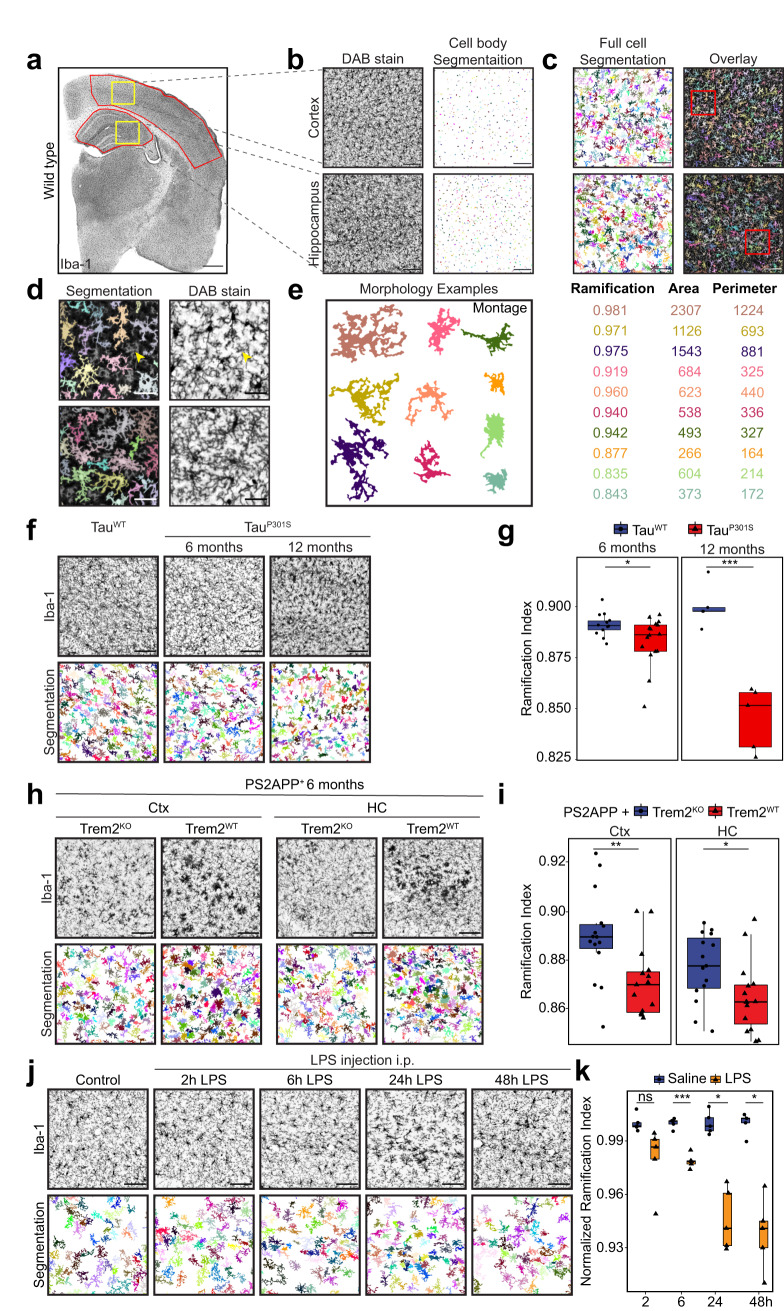
Reactive microglia show similar morphological changes in late-stage pathology and acute systemic stimulation models. **a** Immunostaining of Iba1 in murine hemibrain of wild-type mouse. Cortex and hippocampal regions of interest that were subsequently quantified are highlighted in red boxes. **b**–**d** Single-cell segmentation workflow of microglia in mouse brain sections as shown in a. All steps are shown for regions highlighted in yellow boxes in a. Immunostaining and segmented cell bodies are shown in (**b**). Watershed-based segmentation individual ramified microglia cells and overlay with original staining is shown in **c** and **d** in higher magnification for the areas highlighted in red. Arrowheads in d show cell branches stemming from cells located outside the section stained that are purposefully omitted in the segmentation result. **e** Montage of representative cell morphologies illustrating ramified and ameboid cell morphologies along with a selection of their morphological descriptors. **f** Immunostaining for Iba1 and single-cell segmentation results in hippocampi of 6- and 12-month-old Tau^WT^ and Tau^P301S^ mice. **g** Quantification of ramification index of microglia measured in (**f**) per age and averaged per animal, *n* = 14, 16, 5, 5 animals per group. **h** Immunostaining for Iba1 and single-cell segmentation results in cortex (Ctx) and hippocampus (HC) of 6-month-old Trem2^WT^ and Trem2^KO^ animals crossed into PS2APP amyloidosis model. **i** Quantification of ramification index of microglia measured in h per brain region and averaged per animal, *n* = 15 animals per group. **j** Immunostaining for Iba1 and single-cell segmentation results of WT mice injected with LPS *i.p.* at timepoints indicated. **k** Quantification of ramification index of microglia measured in j averaged per animal, *n* = 5 animals per group. Scale bars are 500 µm in a, 100 µm in (**b**, **c**, **f**, **h**, **j**) and 30 µm in (**d**). Boxplots show all datapoints, median, 25th and 75th percentile, whiskers are 1.5*IQR. Statistical significance was calculated with unpaired, two-sided *t*-tests in (**g**, **i**, **k**). Significance intervals p: ****<1e−04 <***<0.001 <**<0.01 <*<0.05 <ns. Source data are provided as a Source Data file.

To test if our segmentation approach can detect microglial reactivity in neuro-inflammatory models, we applied it to images of microglia from well-characterized transgenic mouse models known to induce microglial reactivity. Microglia of transgenic mice expressing Tau^P301S^ ^23,24^ showed decreased ramification in the hippocampus as early as 6 months and more pronounced at 12 months of age (Fig. 1f, g, Supplementary Fig. 1c). These results demonstrate that even small differences in ramification can be reliably detected by averaging the results of thousands of cells per animal. Similarly, we could detect loss of ramification in microglia in an established model of beta amyloidosis dependent on expression of the microglial receptor Trem2^20^. PS2APP expression induced robust loss of microglial ramification at 6 months of age both in the hippocampus and cortex of Trem2^WT^ mice. In Trem2^KO^ mice microglia remained ramified demonstrating their deficit in reactivity to amyloid plaques (Fig. 1h, i, Supplementary Fig. 1c). This validation of our analysis pipeline gave us confidence about our sensitivity and showcases the range of morphologies observed under healthy and pathological conditions. Thus, microglial morphology assessed through averaged single-cell segmentation allows measuring their reactivity in Iba1-stained brain sections.

These genetic models of neurodegenerative diseases show that microglial reactivity leads to morphological changes at advanced pathological timepoints. We next determined whether cell morphology changes can be detected at very early timepoints in an acute systemic inflammation, modeled by dosing wild-type mice intraperitoneally (*i.p*.) with LPS^25^. Loss of ramification could be observed as early as 6 h post injection and became more apparent over two days (Fig. 1j, k, Supplementary Fig. 1c). This systemic inflammatory model induced a spike in the production of inflammatory cytokines in the blood plasma and in the brain tissue (Supplementary Fig. 1d), and caused an increase in the phagocytosis marker CD68 at later timepoints (Supplementary Fig. 1e). Together, these results show that morphological changes typically studied at late-stage pathological stages of neurodegeneration share morphological similarity with a model of short systemic inflammation leading to loss of ramification and reduction of cell size in situ.

### Microglial morphology is dependent on dynamic microtubules

To better understand the functional significance of microglia morphology changes, we sought to mimic them in an in vitro model that would be amenable to high-resolution imaging techniques and molecular tools. To do so, we established primary cultures of murine microglia that were >97% pure and maintain a microglial gene expression phenotype (Supplementary Fig. 2a, b). 

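Primary murine microglia were cultured for 24 h with vehicle or with 5 µg/ml LPS, a bacterial lipopolysaccharide that activates these cells. RNA was sequenced in single-end reads in 4 libraries per group, labelled as biological replicates. The duration of the LPS treatment is taken from the sample labels, since the paper's methods do not give it for the RNA sequencing. The methods name a TruSeq RNA Sample Preparation Kit and an Illumina HiSeq, whereas the labels name a stranded TruSeq mRNA kit and a NovaSeq, and the counts do not tell which was used. The authors filtered and counted the reads with HTSeqGenie after alignment to GRCm38 with GSNAP, kept uniquely aligned reads, and deposited the raw count of each gene in each library. Neither source states whether counting used the strand of the reads. The libraries of vehicle replicates 1 to 4 held 22796052, 22595657, 26129375 and 21370879 counts. Those of LPS replicates 1 to 4 held 20071921, 22529706, 30604447 and 22581615 counts. A count of 0 in a library allows an expected count of up to 3, and such limits cover counting error only. Between 19519 and 20280 genes had at least 1 count in a vehicle library and between 18236 and 18467 in an LPS library. The 100 most abundant genes took 27.1% to 29.3% of the counts of vehicle libraries and 35.0% to 37.0% of those of LPS libraries. No pair of libraries was identical, and the closest pair, LPS replicates 2 and 4, still differed by more than counting error (chi-square per degree of freedom 6.45). Of the 52636 Ensembl gene identifiers, 52403 had a symbol in the GENCODE vM21 annotation, and the other 233 held 0.0155% of all counts. Changes of single genes after LPS were tested with the quasi-likelihood test of edgeR on the 13847 genes that passed its filter on low counts, with Benjamini-Hochberg adjusted p-values. The numbers shared by a vehicle and an LPS library were treated as unpaired. The SDs and tests treat the 4 libraries of a group as independent cultures, which neither source states. Replicates 2 and 4 were close in both groups, with a chi-square per degree of freedom of 10.1 in vehicle and 6.45 after LPS. Every other pair within a group had at least 32.8, so replicates 2 and 4 may not be independent.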

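A gene set score, the mean of log2(normalized count + 1) over 10 marker genes, was computed in each of the 8 libraries for 7 cell types. The Microglia, Astrocyte, Oligodendrocyte and OPC (oligodendrocyte precursor cell) sets are those whose scores equal the paper's in every library, so for these 4 types the equality holds by construction. For Endothelial Cell, Glutamatergic Neuron and GABA-ergic Neuron no such set was found, and fixed lists of marker genes were used. In vehicle-treated cultures the Microglia score was 13.68 ± 0.27 (SD, n = 4). The OPC score was 6.31 ± 0.99, the Astrocyte score 5.56 ± 0.15 and the Oligodendrocyte score 4.66 ± 0.28. With the fixed lists, the GABA-ergic Neuron score was 4.01 ± 0.49, the Endothelial Cell score 2.95 ± 0.15 and the Glutamatergic Neuron score 1.98 ± 0.17. Within each vehicle library the Microglia score lay 6.46 to 8.51 above the highest other score, which was the Astrocyte score in replicate 3 and the OPC score in the others. This margin averaged 7.22 ± 0.91 (SD, n = 4, two-sided exact sign-flip permutation test p = 0.125, the smallest p that 4 libraries allow). Over all 8 libraries it averaged 6.38 ± 1.11 (same exact permutation test, p = 0.00781, the smallest p that 8 libraries allow). This p treats the 8 libraries as independent. If same-numbered libraries share a culture, the sign flips of 4 pairs allow no p under 0.125. The alternative that moved the vehicle margin most was TMM-normalized CPM (counts scaled to library size) in place of the paper's normalization, with a margin of 6.25. After LPS the Microglia score was 11.81 ± 0.21 (SD, n = 4). In the LPS libraries it lay 5.54 ± 0.38 (SD, n = 4) above the highest other score, that of Astrocyte in each of them. Of the fixed Endothelial Cell list, Cldn5, Tek, Ly6c1 and Esam had at most 3 counts in every library. In the paper's source data the Endothelial Cell score is 7.89 in vehicle and 8.36 after LPS and is the highest other score in all 8 libraries, with margins of 5.79 in vehicle and 3.45 after LPS. The paper states that the cultures maintain a microglial gene expression phenotype (Supplementary Fig. 2a, b).

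**Figure D1:**
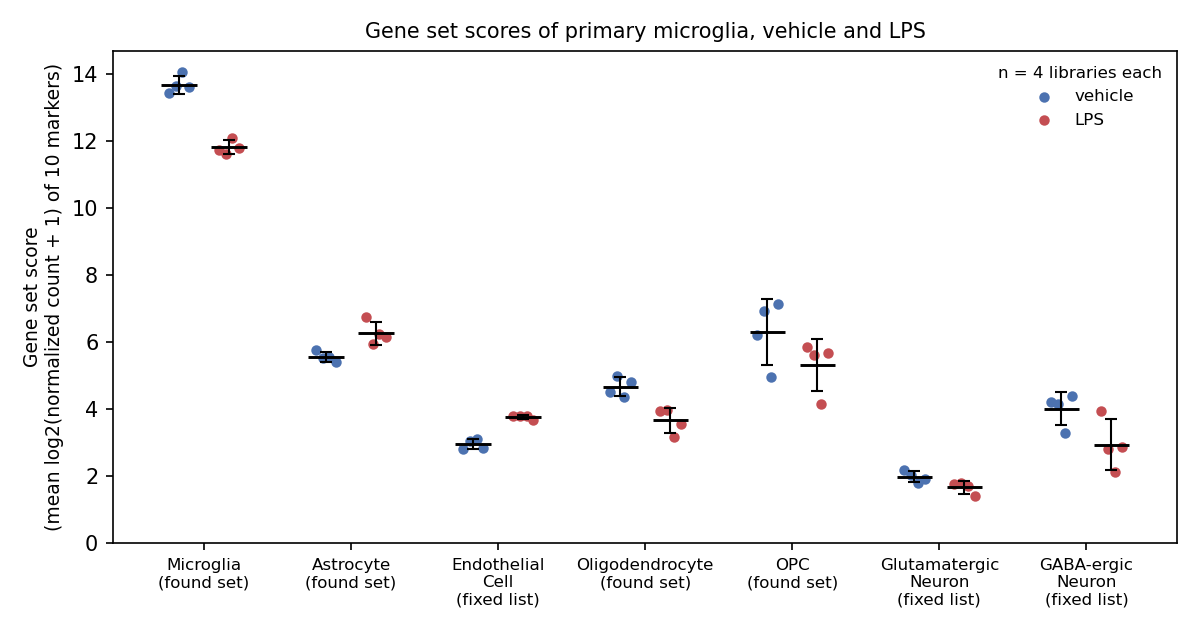
Gene set score (mean log2(normalized count + 1) of 10 markers) of the 7 cell types in vehicle (blue) and LPS (red) libraries, with each library as a point and the mean ± SD (n = 4 each). The Microglia score, 13.68 in vehicle and 11.81 after LPS, lies above every other score in each of the 8 libraries.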

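The Microglia set held C1qb, Csf1r, Ctss, Fcer1g, Fcrls, Gpr34, Laptm5, Ly86, P2ry12 and Tyrobp. Csf1r (ENSMUSG00000024621), the receptor of CSF-1, lies on chromosome 18 from 61100598 to 61132149 of GRCm38. Its normalized count was 72148 ± 9266 (SD, n = 4) in vehicle and 10039 ± 5083 (SD, n = 4) after LPS, a log2 fold change of −2.90 (standard error 0.32, edgeR adjusted p = 4.24e-05). Exons of Hmgxb3 on the opposite strand overlap 15.1% of its exonic bases, so its count is uncertain if strand was not used. P2ry12 (ENSMUSG00000036353), on chromosome 3 from 59216272 to 59262871, had a normalized count of 770 ± 288 (SD, n = 4) in vehicle and a log2 fold change of −1.91 (standard error 0.33, edgeR adjusted p = 7.10e-04). Gpr34 (ENSMUSG00000040229), on chromosome X from 13632089 to 13640858, fell the most of the 10 genes, from 797 ± 264 to 11.0 ± 4.43 normalized counts (log2 fold change −6.19, standard error 0.36, edgeR adjusted p = 8.25e-07). Fcer1g (ENSMUSG00000058715), on chromosome 1 from 171229572 to 171234365, rose from 12038 ± 1568 to 38634 ± 2644 normalized counts (log2 fold change 1.63, standard error 0.13, edgeR adjusted p = 5.37e-06). Ctss (ENSMUSG00000038642), on chromosome 3 from 95526786 to 95556403, was at 64112 ± 13114 normalized counts in vehicle and 67078 ± 6487 after LPS, a difference within its spread (edgeR adjusted p = 0.945). The other genes of the set, C1qb, Fcrls, Laptm5, Ly86 and Tyrobp, had mean normalized counts between 9593 (Ly86) and 40879 (C1qb) in vehicle and log2 fold changes from −3.86 (Fcrls) to −1.06 (Tyrobp), each past an adjusted p of 0.05. Of microglial genes outside the set, Cx3cr1 had 989 ± 211 CPM (counts scaled to library size, SD, n = 4) in vehicle, Trem2 549 ± 33.4, Cd68 1027 ± 83.5 and Aif1 126 ± 41.3. Tmem119 was lower, at 9.40 ± 4.89 CPM. The SD of Aif1 rests on vehicle replicate 3, at 187 CPM against at most 111 in the other libraries of its group.

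**Figure D2:**
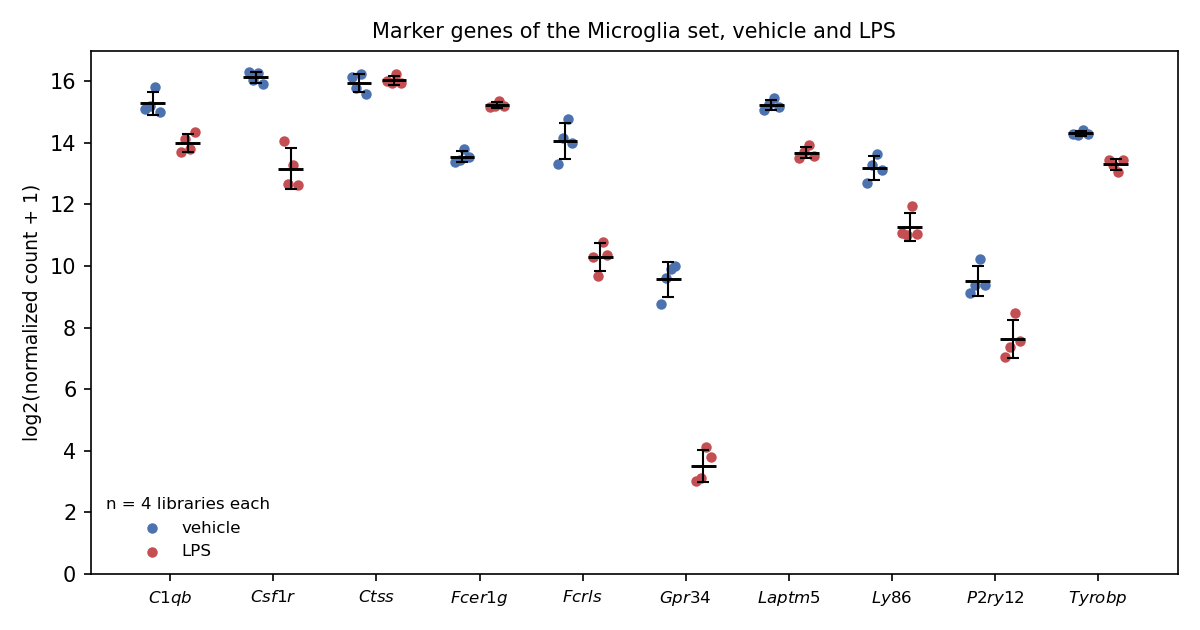
Expression (log2(normalized count + 1)) of the 10 genes of the Microglia set in vehicle (blue) and LPS (red) libraries, with each library as a point and the mean ± SD (n = 4 each). Gpr34 shows the largest fall (log2 fold change −6.19), Fcer1g a rise (1.63), and Ctss overlaps between the groups.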

While these cultured primary cells do not fully mimic homeostatic microglial cells in the tissue, they retain their ability to be further polarized into inflammatory and anti-inflammatory states as assessed by qPCR and cytokine profiling (Supplementary Fig. 2c, d). Cultured microglia survived well in presence of CSF-1 but barely proliferated as tested by immunostaining for Ki67 and phosphorylated Histone H3. Remarkably, less than 1% of cells were positive for phosphorylated Histone H3, a marker for cells in prophase. Consistent with earlier reports, stimulation with LPS further reduced the number of mitotic cells to near zero (Supplementary Fig. 2e)^26^.

While numerous reports have shown that cultured microglia are much less ramified than in vivo^27,28^, we noted that under our culture conditions resting microglia showed an elongated cell morphology and moderate branching. The lack of extensive ramification in vitro is likely due to the lack of tissue structure, as ramification can be induced in co-cultures with astrocytes and neurons in vitro. Hence, in primary cells, we expected to see a smaller reduction in relative ramification index after stimulation compared to in situ studies, but instead focused on differences in cell size. Stimulation of cultured microglia with LPS quickly affected their morphology and induced larger cell sizes and loss of ramification and increased cell perimeter within hours (Fig. 2a–d). We further analyzed microglial morphology after stimulation with cytokines or monomeric and fibrillated amyloid beta and tau protein in vitro and noted an expected variance in the resulting morphology after 24 h. LPS stimulation elicited the strongest response mimicking the in situ results that we chose as a model for the following studies. Interestingly, incubations with recombinant beta amyloid and Tau^P301S^ fibrils also affected cells size and/or ramification (Fig. 2a, b). Similarly, we observed that stimulation with Interleukin 4 (IL-4) and 13 or interferon gamma increased cell size and Tumor Necrosis Factor (TNF) alpha, interferon gamma or Chemokine ligand 2(CCL-2) reduced cell ramification. Treatments with IL-6 or IL-10 had no effect on microglial cell morphology (Supplementary Fig. 2f).

**Fig. 2:**
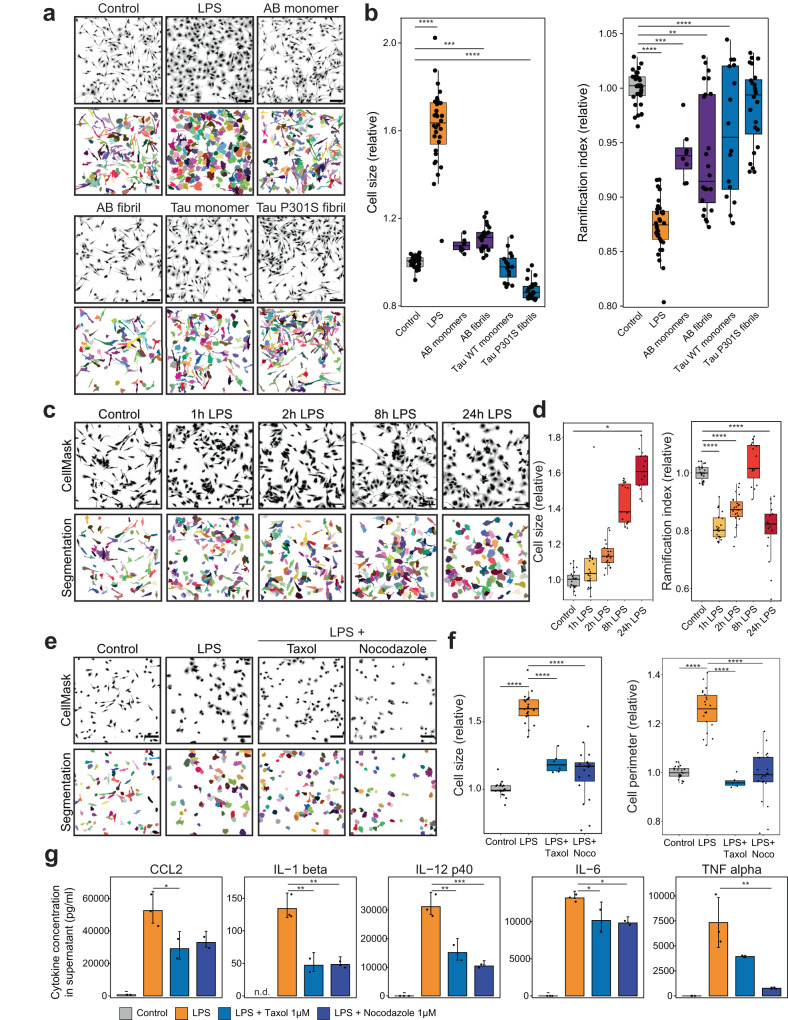
An in vitro model of microglial LPS-reactivity recapitulates morphological changes seen in situ and demonstrates dependence on dynamic microtubules. **a** Representative images of primary microglia stained with CellMask dye and single-cell segmentation results after indicated stimulations for 24 h. **b** Quantification of cell size and ramification index of segmented results shown in (**a**) averaged per well relative to untreated cells, *n* = 32, 32, 8, 24, 16, 24 wells from 4 independent cultures. **c** Representative images of primary microglia stained with CellMask dye and single-cell segmentation results in a LPS stimulation time course. **d** Quantification of cell size and ramification index of segmented results shown in (**c**) averaged per well relative to untreated cells, *n* = 23, 23, 23, 15, 22 wells from 3 independent cultures. **e** Representative images of microglia stained with CellMask dye and single-cell segmentation results after treatment with LPS and microtubule poisons Taxol and Nocodazole for 24 h. **f** Quantification of cell size and cell perimeter of segmented cells shown in (**e**) averaged per well relative to untreated cells, *n* = 22, 22, 6, 22 wells from 4 independent cultures. **g** Quantification of cytokines secreted into the supernatant of microglial cultures over 24 h after LPS and Taxol or Nocodazole treatment. Measurements out of detection range are indicated by n.d. *n* = 3 replicates. Scale bars are 100 µm. Bars indicate mean ± SD in (**g**), scatters show average values per well in (**b**, **d**, **f**) and replicates in (**g**). Boxplots show all datapoints, median, 25th and 75th percentile, whiskers are 1.5*IQR. Statistical significance was calculated with one-way ANOVA and Tukey HSD in (**b**, **d**, **f**, **g**). Significance intervals p: **** <1e−04 <*** <0.001 <** <0.01 <* <0.05 <ns. Source data are provided as a Source Data file.

Importantly, we found that dynamic microtubules are required for this change in microglial morphology. Treating microglia with 1 µM taxol or nocodazole, drugs that hyper-stabilize and depolymerize microtubules, respectively, prevented the LPS-induced morphology changes (Fig. 2e, f). Moreover, the addition of the microtubule agents also reduced the amount of cytokines secreted from microglial cultures in a dose-dependent manner (Fig. 2g, Supplementary Fig. 2g). Overall, these experiments show that we have established an in vitro model to study early morphological changes and that reactive microglia are dependent on a dynamic microtubule cytoskeleton.

### LPS-reactive microglia extensively regulate inflammatory and cytoskeletal proteins

To better understand the processes that mediate microglial reactivity, we quantitatively analyzed the proteome and phospho-proteome of primary microglia treated with LPS in a time course study (Fig. 3a). Microglial LPS stimulation led to a very rapid regulation of 11, 30, 165, 485 and 908 proteins at 0.5, 1, 4, 8 and 24 h, respectively (Fig. 3b, Supplementary Data 1). Gene ontology (GO) analysis of the proteins upregulated after 8 h showed significant enrichment of cytoskeleton components as well as inflammatory and cytokine sensing and producing processes (Fig. 3c, d, Supplementary Data 2). Upregulation of inflammatory proteins as IL-1a, Ptgs2 and TNFa was very fast and pronounced. In contrast, proteins associated with microtubules only showed very moderate changes in protein levels (Fig. 3e, f). Microtubule dynamics are however not only controlled by the abundance of microtubule-associated proteins but also strongly affected by their posttranslational regulation, especially phosphorylation^29^. The number of differently regulated phosphorylated peptides was largest immediately after LPS treatment (1315 peptides at 30 min), but remained high for at least 4 h (1154 and 1169 peptides at 1 and 4 h, respectively) (Fig. 3g and Supplementary Data 1). The regulated proteins were enriched for cytoskeletal and microtubule components and involved in processes of organelle organization and protein transport amongst others (Fig. 3h, i and Supplementary Data 2). Indeed, we detected many phosphorylated peptides associated with GO terms “microtubule” and “microtubule organizing center”, 30 min after LPS treatment (Fig. 3j), indicating that remodeling of the microtubule network may be an early and critical factor in microglial reactivity.

**Fig. 3:**
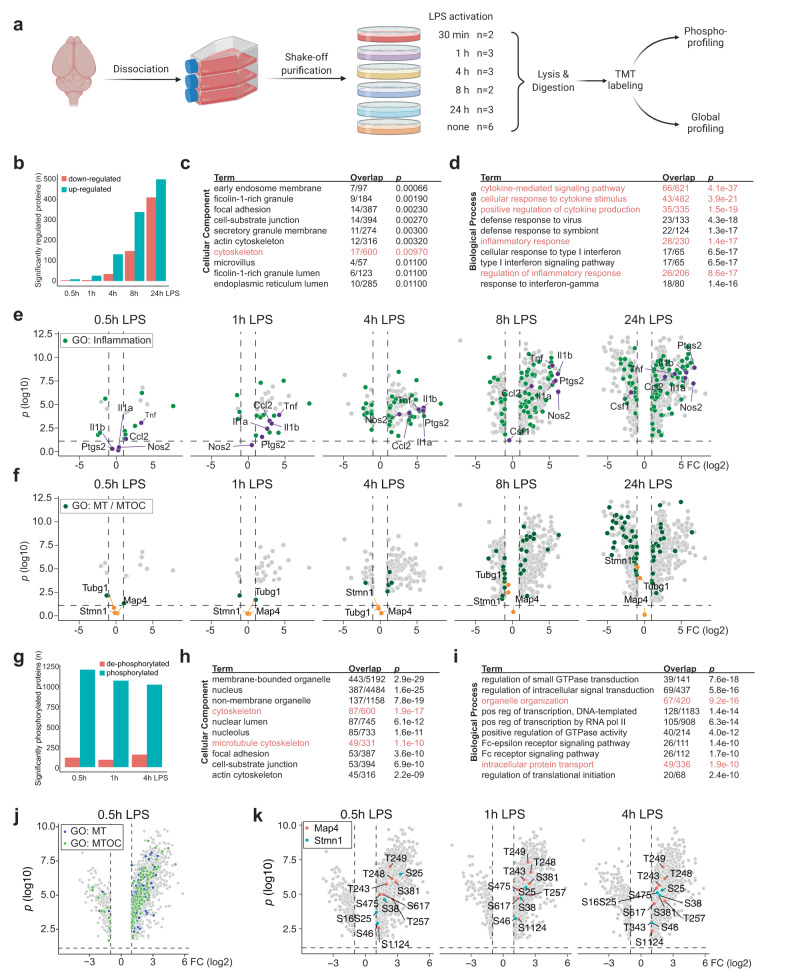
Phosphoproteomic analysis of LPS-reactive microglia highlights extensive regulation cytoskeletal proteins. **a** Experimental outline: primary murine microglia were purified and exposed to LPS for a time course of 30 min to 24 h before lysis, TMT-multiplexing and proteomic and phosphoproteomic analysis. **b** Quantification of significantly up- and downregulated proteins in proteomic analysis of microglia treated with LPS. For full table see Supplementary Data 1. **c**, **d** Gene ontology analysis of significantly upregulated proteins for cellular component and biological process after 8 h LPS treatment. For full table see Supplementary Data 2. **e** Volcano plots of significantly down- and upregulated proteins at indicated timepoints highlighting proteins associated with “Inflammatory response” (green) and selected inflammatory markers (purple). Non-significantly regulated proteins are omitted. GO: Gene oncology. **f** Volcano plot as in e, but highlighting proteins associated with “Microtubules” or “Microtubule organizing centers” (green) and selected examples (orange). **g** Number of significantly (de-) phosphorylated proteins after LPS treatment at indicated timepoints. For full table see Supplementary Data 1. **h**, **i** Gene ontology analysis of significantly upregulated peptides for cellular component and biological process in the 8 h LPS treatment. For full table see Supplementary Data 2. **j** Volcano plot of de-phosphorylated and phosphorylated peptides after 0.5 h LPS treatment highlighting proteins associated with “Microtubules” (blue) or “Microtubule organizing centers” (green). Non-significantly regulated peptides are omitted. **k** Volcano plot of de-phosphorylated and phosphorylated peptides at indicated timepoints highlighting phosphorylated peptides of Map4 (red) and Stmn1 (teal). Non-significant peptides are omitted. Source data are provided as a Source Data file.

Importantly, we found robust phospho-regulation of two well-studied microtubule-regulating proteins: Map4 and Stmn1 (Fig. 3k). While Map4 protein levels were not changed in LPS-reactive cells, we detected strong upregulation of phosphorylation on several sites. Map4 is a microtubule stabilizer, that suppresses catastrophe events if bound to microtubules. Map4 binding to microtubules, in turn, is regulated through inhibitory phosphorylation in the Map4 microtubule-binding regions^30–32^. Stmn1 is another regulator of microtubule dynamics, that promotes microtubule instability and sequesters free tubulin dimers, preventing them from polymerizing^33^. Phosphorylation of Stmn1 S25 and S38, has been shown to target the protein for degradation by the proteasome^34,35^. Indeed, phosphorylation at these sites was detected immediately after LPS stimulation and consequently protein levels reduced over the following hours. Together these findings demonstrate that the microtubule cytoskeleton is strongly regulated during initial microglial reactivity. Moreover, identifying microtubule factors together with intracellular cytokine trafficking and release pathways further supported our initial observation that these two processes are strongly linked.

### LPS-reactive microglia polarize microtubules in a plus-end-out radial array

To determine the effect of microglial reactivity on microtubule dynamics, we first visualized microtubules by immunostaining for alpha-tubulin in unstimulated and LPS-stimulated microglia. Unstimulated microglia showed a dense microglial network throughout the cell with many microtubules bending and buckling in the cell periphery. In contrast, reactive microglia showed a strong radial polarization with microtubules extending straight from the centrosome into the cell periphery (Fig. 4a). As the dense network in unstimulated cells is hard to resolve even with super-resolution microscopy, we stained for EB1 and Camsap2, markers for growing plus tips and free stable minus-ends, respectively. We detected polymerizing plus-ends in both unstimulated and reactive microglia, however, Camsap2 signal was strongly reduced in reactive microglia (Fig. 4b). This indicates a reduction of free microtubule minus-ends that are often associated with non-centrosomal nucleation sites, e.g., the Golgi apparatus^36,37^. To quantify this shift in microtubule phenotypes, we classified cells into disorganized (as shown in Fig. 4a control) and radially polarized microtubule arrays (as shown in Fig. 4a LPS). Cells with radially polarized microtubules became more prevalent over 16 h of LPS treatment and then stabilized at ~60 % of the population, while unpolarized cells became less abundant (Fig. 4c). These data show that the overall microtubule cytoskeleton rearranges within hours of microglial stimulation.

**Fig. 4:**
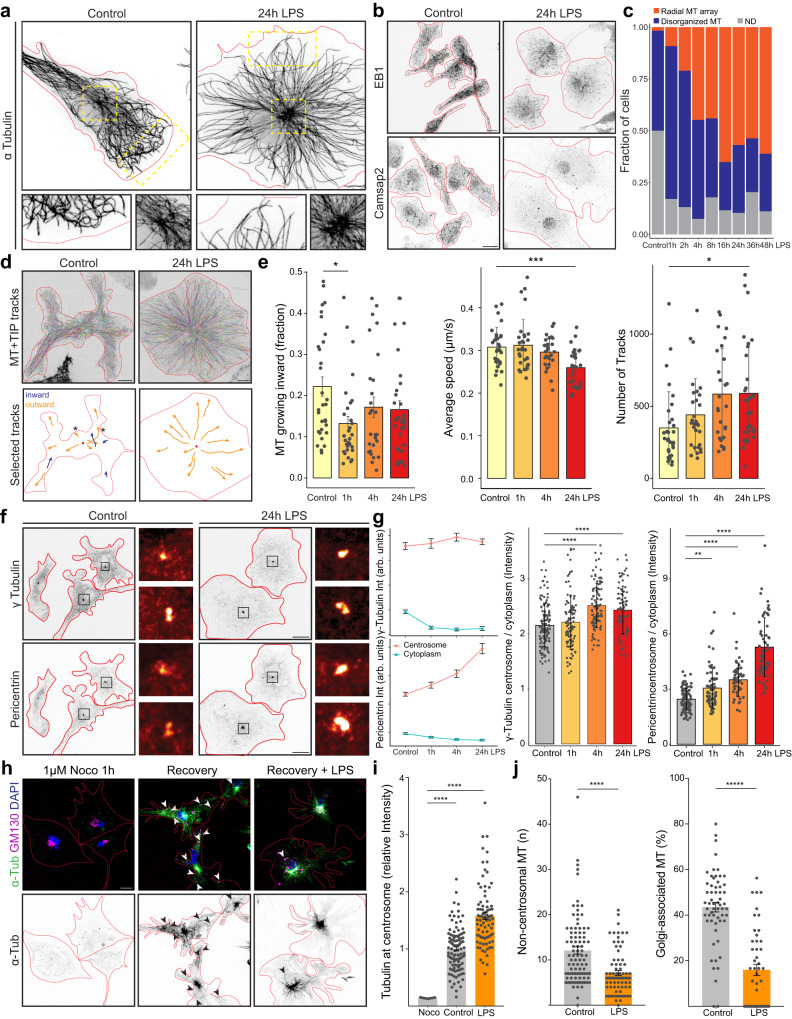
LPS-reactive microglia establish a radial microtubule array through centrosome activation and loss of Golgi-associated nucleation. **a** Super-resolution immunostaining for alpha-tubulin. Regions in yellow dashes at centrosome and periphery are shown enlarged. **b** Immunostaining for microtubule plus-tip marker EB1 and minus-end marker Camsap2. **c** Quantification of microtubule phenotypes. *n* = 58, 76, 76, 67, 84, 43, 58, 54, 54 cells per time point. **d** Top: MT + TIP tracking in microglia treated with LPS over 5 min. Bottom: a selection of tracks and their direction: inward = blue, outward = orange. Red dot marks position of MTOC. Asterisks indicate tracks turning at plasma membrane. See Supplementary Video 1. **e** Quantification of MT + TIP track direction, speed and number shown in (**d**). *n* = 31, 31, 27, 30 cells from 3 independent cultures. **f** Immunostaining for γ-tubulin and pericentrin. **g** Left: Quantification of γ-tubulin and pericentrin levels at the centrosome and in the cytoplasmic periphery. Right: Quantification of centrosome/cytoplasm ratio. *n* = 134, 407, 107, 84 cells from 3 independent cultures. **h** Immunostaining for α-tubulin and Golgi marker GM-130 after treatment with nocodazole for 1 h and 1 min recovery in microglia treated with LPS for 24 h. Arrowheads point to microtubules associated with Golgi structures. See Supplementary Video 2. **i** Quantification of α-tubulin intensity at centrosome in microglia treated with or recovered from nocodazole treatment as in (**h**). *n* = 7, 109, 82 cells from 3 independent cultures. **j** Quantification of number of non-centrosomal microtubules and golgi-associated microtubules after recovery from nocodazole treatment. *n* = 92, 77, (left) 59, 48 (right) cells from 4 independent cultures. Scale bars are 5 µm in a; 10 µm in (**b**, **d**, **f**, **h**). Bars indicate mean ± SE in (**i**, **j**); mean ± SD in (**e**, **g**). Statistical significance was calculated with one-way ANOVA and Tukey HSD in (**e**, **g**), one-way ANOVA and Dunnett’s in (**i**), and unpaired, two-sided t-tests in (**j**). Significance intervals p: **** <1e−04 <*** <0.001 <** <0.01 <* <0.05 <ns. Source data are provided as a Source Data file.

We next determined the microtubule orientation in microglia. The radial array centered on the centrosome suggests a plus-end-out orientation in LPS-reactive microglia but this is difficult to analyze in fixed cells. Instead, we established microtubule plus-tip tracking in primary microglia. This technique uses the expression of microtubule plus-tip binding peptides fused to a fluorescent protein (MT + TIP) to track the displacement of growing microtubules with live cell microscopy (Supplementary Movie 1). We found that primary microglial cultures infect readily with single-stranded adeno-associated virus with an engineered serotype (AAV-DJ) yielding robust expression of exogenous proteins within 1–2 days. Importantly, we did not detect upregulation of inflammatory marker gene expression in microglia infected with these viruses alone (Supplementary Fig. 3a). Tracking MT + TIP-eGFP in unstimulated and reactive microglia confirmed our hypothesis that microtubule dynamics change during stimulation (Fig. 4d, e). In particular, we detected fewer microtubules growing towards the cell center and fewer microtubule bending events at the plasma membrane in reactive microglia. In addition, reactive microglia had larger numbers of tracks measured, indicating an overall increase in microtubule polymerization. Together, these results show an increase in microtubule dynamics along with a more pronounced plus-tip-out orientation in LPS-reactive microglia.

### Microtubule nucleation is driven by the centrosome in LPS-reactive microglia

The increase in radial polarization of microtubules in LPS-stimulated microglia let us hypothesize that centrosomal activity may be upregulated leading to increased nucleation of microtubules in these cells. Indeed, gamma-tubulin and pericentrin, proteins involved in microtubule nucleation and centrosomal maturation, respectively, were more strongly enriched at centrosomes of microglia after LPS stimulation (Fig. 4f). Comparing centrosomal and cytoplasmic levels of these proteins, showed that gamma-tubulin was selectively lost from the cytoplasm, while pericentrin accumulated at the centromere (Fig. 4g). Overall protein levels of pericentrin did not change, while gamma-tubulin was overall downregulated 8 and 24 h after LPS stimulation (Supplementary Data 1 and Supplementary Fig. 3b). These results, together with the loss of Camsap2-positive minus-ends in the cell periphery (Fig. 4b), suggest that centrosomes mature and recruit more pericentriolar material (PCM) as nucleation of microtubules is concentrated at this site and lost in the periphery.

We investigated the nucleation sites in unstimulated and reactive microglia with nocodazole washout-studies. In this assay, microtubules were depolymerized by nocodazole treatment for 1 h. At this time no microtubules were detected in treated microglia. Washing out nocodazole for 1 min before fixation of the cells allows microtubules to regrow briefly at the sites that harbor the nucleating machinery (Fig. 4h). In unstimulated cells, many microtubules grew from extra-centrosomal sites and ~40% of these free microtubules emanated from GM-130 positive Golgi structures. In LPS-reactive cells, tubulin was more concentrated at the centrosome and significantly fewer free and Golgi-associated microtubules were found (Fig. 4h–j). Live imaging of MT + TIP in cells recovering from nocodazole treatment showed that MT + TIPs were found throughout resting microglia but confined to the centrosomal region in reactive cells (Supplementary Movie 2). Finally, we found that Akap9, a protein anchoring microtubule nucleation machinery to Golgi membranes was downregulated in LPS-reactive microglia (Supplementary Data 1, Supplementary Fig. 3c). Functionally, we assessed the significance of this microtubule rearrangement by measuring the release of cytokines. Reducing Golgi-associated microtubules through knockdown of *Akap9* led to increased release of cytokines in response to LPS treatment (Supplementary Fig. 3d, e). This result indicates that the polarization of microtubules is required for efficient cytokine release in reactive microglia. In summary, these data demonstrate that microtubule nucleation switches from nucleation at centrosomal and peripheral sites, including the Golgi apparatus, to nucleation exclusively driven by the centrosome in LPS-reactive microglia. This leads to the establishment of a radial microtubule array facilitating cytokine release.

### Stmn1 and Map4 pathways increase microtubule polymerization and stabilization

To get a better mechanistic understanding of the factors involved in rearranging the microtubule network in reactive microglia, we studied tubulin posttranslational modifications and the Stmn1 and Map4 pathways identified in the phosphoproteomic data. First, immunoblots for tubulin and its posttranslational modifications showed only a slight increase in total tubulin levels, yet we see that the amount of acetylated tubulin doubles within 4 h of LPS stimulation. Levels of tyrosinated and detyrosinated tubulin did not change significantly (Fig. 5a, Supplementary Fig. 4a). We confirmed this increase in microtubule acetylation with immunofluorescence and found a strong increase in signal at the centrosomal microtubules in the perinuclear space (Fig. 5b, Supplementary Fig. 4b), suggesting that microtubule stabilization is an early event in reactive microglia cells. While the total levels of tubulin protein did not change significantly, we hypothesized that more tubulin was polymerized into microtubules in LPS-reactive microglia. Supporting this, we observed a decrease of Stmn1 protein levels, a negative regulator of microtubule growth in reactive microglia (Supplementary Data 1, Fig. 5c). Phosphorylation of Stmn1 at S25 and S28 were detected that are known to target Stmn1 for proteasomal degradation (Supplementary Data 1, Fig. 5d). To test if the ratio of soluble and polymerized tubulin changed as a result of Stmn1 downregulation, we performed microtubule pelleting assays. Indeed, LPS-reactive microglia showed a strong increase in the polymerized fraction. Overexpressing a non-phosphorylatable Stmn1^S25A S38A^ mutant (Stmn1^2xSA^) blocked this increase back to control levels (Fig. 5e, Supplementary Fig. 4c). In addition, we performed MT + TIP tracking in LPS-stimulated microglia overexpressing Stmn1^2xSA^ and noted a reduction in MT + TIP track number, their speed and total displacement (Fig. 5f, g). Taken together, these data show that Stmn1 downregulation in LPS-reactive microglia lead to increased microtubule polymerization.

**Fig. 5:**
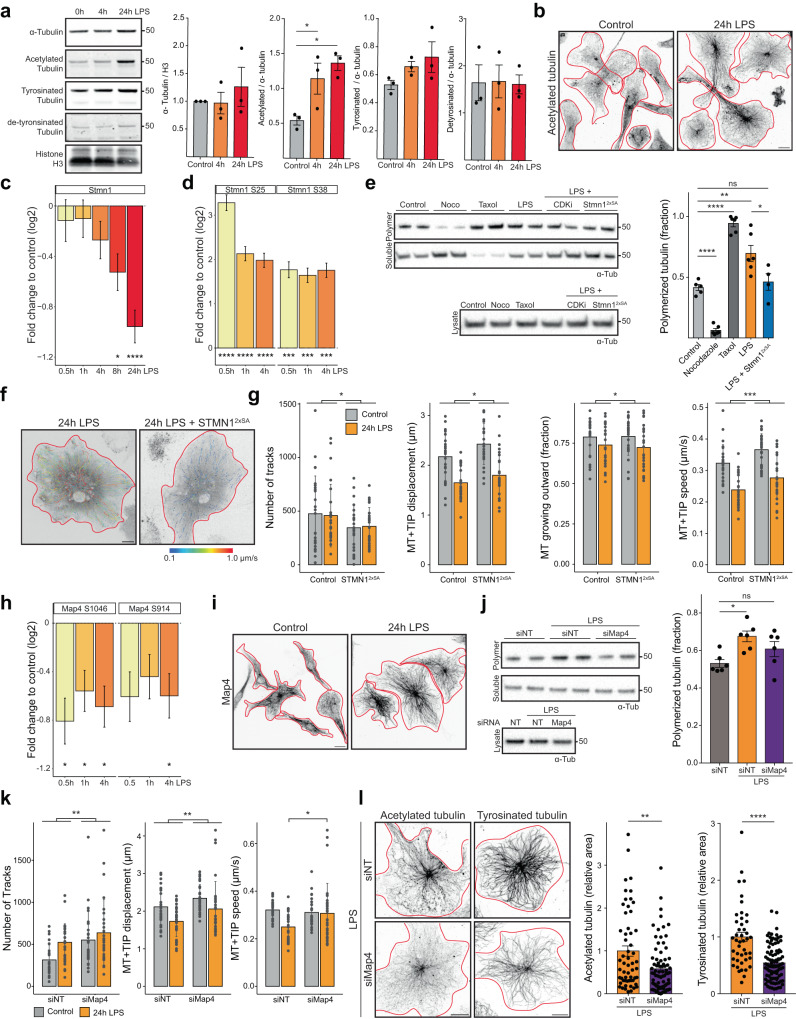
Microglial LPS stimulation results in microtubule polymerization and stabilization through Stmn1 and Map4 pathways. **a** Representative immunoblot for α-tubulin and posttranslational modifications. Quantification is shown for *n* = 3 independent experiments. **b** Immunostaining for acetylated tubulin. **c** Quantification of Stmn1 protein levels after LPS treatment compared to control, *n* = 2, 3, 3, 2, 3 replicates. **d** Quantification of Stmn1 phosphorylation on S25 and S38 after LPS treatment, *n* = 2, 3, 3 replicates. **e** Representative immunoblot and quantification of tubulin spin-down assay of microglia treated as indicated or expressing Stmn1^2xSA^. Quantification shows fraction of polymerized tubulin for *n* = 5, 6, 4, 6, 6 assays from 3 independent cultures. **f** MT + TIP tracking for 5 min in microglia treated with LPS expressing STMN1^2xSA^ color coded for their average speed. **g** Quantification of track characteristics in (**f**). *n* = 26, 26, 25, 25 cells from 3 independent cultures. **h** Quantification of Map4 S1046 and S914 phosphorylation, in MT binding domains, after LPS treatment, *n* = 2, 3, 3 replicates. **i** Immunostaining for Map4. **j** Representative immunoblot and quantification of tubulin spin-down assay of microglia treated with LPS and siMap4, *n* = 6 assays from 3 independent cultures. **k** Quantification MT + TIP track characteristics in microglia treated with siMap4 and LPS. *n* = 28, 31, 25, 30 cells from 4 independent cultures. **l** Immunostaining for acetylated and tyrosinated tubulin quantification for *n* = 57, 81, 44, 95 cells from 2 independent cultures. Scale bars are 10 µm. Bars indicate mean ± SE in (**a**, **e**, **g**, **j**, **k**, **l**) and mean ± SD in (**c**, **d**, **h**). Statistical significance was calculated with one-sided ANOVA and Dunnett’s in (**a**), and Tukey HSD in (**c**, **d**, **e**, **g**, **h**, **j**, **k**) and unpaired, two-sided *t*-tests in (**l**). Significance intervals *p*: **** <1e−04 <*** <0.001 <** <0.01 <* <0.05 <ns. Source data are provided as a Source Data file.

Our proteomic analysis highlighted strong phospho-regulation of the microtubule-stabilizing protein Map4 while its abundance did not change (Supplementary Data 1, Fig. 3f, k, Supplementary Fig. 4d). MAP binding to microtubules is known to be regulated by inhibitory phosphorylation in the microtubule domains^31^. Indeed, we found Map4 S914 and S1046, residues in microtubule-binding domains 3 and 4, to be less phosphorylated in reactive microglia, suggesting that Map4 may associate more with microtubules in this condition (Supplementary Data 1, Fig. 5h). In addition, we found strong upregulation of phosphorylation sites in the uncharacterized N-terminal domain of Map4 in reactive microglia that could potentially influence Map4 activity or microtubule binding through other mechanisms (Supplementary Data 1, Fig. 3k, Supplementary Fig. 4e). In immunofluorescence assays, Map4 was observed to associate with microtubules more strongly after LPS stimulation (Fig. 5i). We next investigated the role of Map4 in microglial reactivity by knocking it down with siRNA that resulted in loss of >75% *Map4* mRNA and loss of >85% of Map4 immunostaining (Supplementary Fig. 4f, g). In microtubule pelleting assays, *Map4* knockdown reduced the amount of polymerized tubulin, indicating that Map4 is required to promote microtubule assembly (Fig. 5j, Supplementary Fig. 4h). Knockdown of *Map4* in MT + TIP tracking assays revealed that Map4 slows down microtubule growth and reduces the number of tracks as well as their displacement while not affecting their direction, as expected (Fig. 5k, Supplementary Fig. 4i). In addition, knockdown of *Map4* also reduced the levels of acetylated and tyrosinated tubulin in reactive microglia (Fig. 5l). These data suggest that Map4 association with microtubules in reactive microglia contribute to the establishment and maintenance of stable microtubule arrays. The combined effect of Stmn1 downregulation and Map4 activation contributes to rearranging and stabilizing the microtubule cytoskeleton within 1–4 h of stimulation with LPS.

### Cdk1 activation is the upstream signaling event causing microtubule rearrangement

To better understand the signaling pathway underlying the microtubule rearrangements in reactive microglia, we searched for upstream regulatory pathways by using the proteomic data of primary microglia treated with LPS (Fig. 3a). Phospho-proteomics revealed that LPS stimulation induced Cdk1 activation through loss of inhibitory phosphorylation on T14 and Y15 (Supplementary Data 1, Fig. 6a). Importantly, this stimulation did not induce mitosis or cell proliferation in cultured microglial cells (Supplementary Fig. 2e). We hypothesized that, in absence of mitotic entry, Cdk1 may play an unexplored role during microglial reactivity and first studied the effects of Cdk1 inhibition with small molecule inhibitors. We could detect attenuation of the LPS-induced increase in cell size after RO-3306 (CDKi) treatment. CDKi treatment also induced a more ramified cell morphology compared to untreated control cells, resulting in an increased cell perimeter despite a reduction in cell size. This effect was dose-dependent and could be replicated with the broader Cdk inhibitor roscovitine (Fig. 6b, c, Supplementary Fig. 5a, b). In addition, we observed attenuation of cell size and ramification phenotypes associated with beta amyloid ant Tau^P301S^ fibrils (Supplementary Fig. 5c). These data demonstrate that Cdk1 activation is required for proper reactivity and morphological changes in microglia in vitro.

**Fig. 6:**
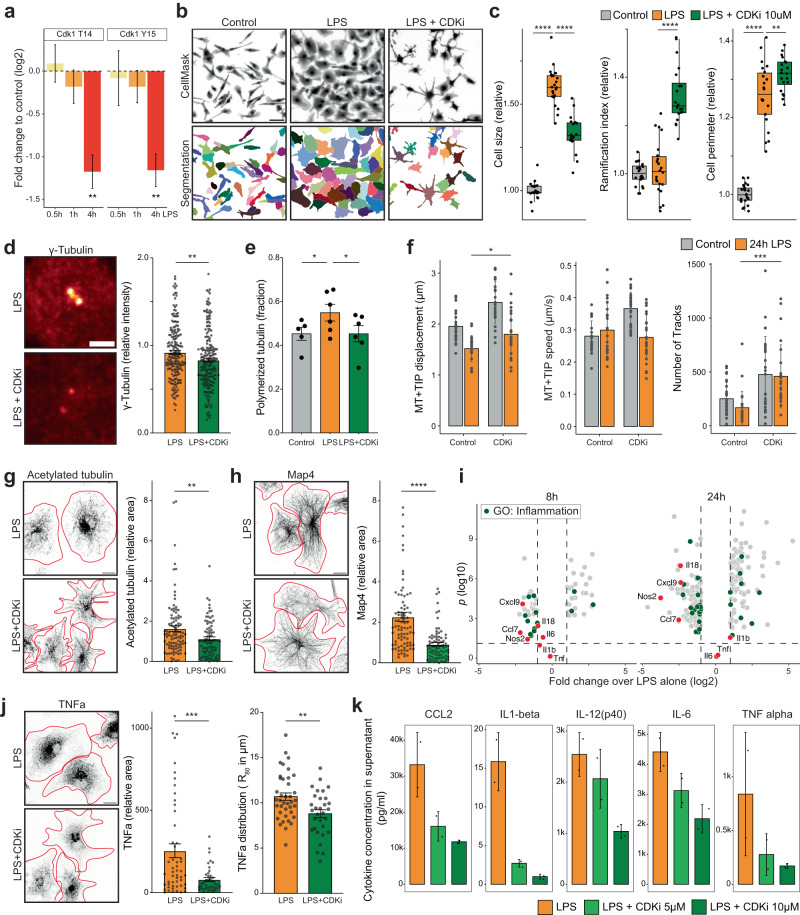
Cdk1 activation is required for microglial reactivity and rearrangement of microtubule cytoskeleton. **a** Quantification of Cdk1 T14 and Y15 phosphorylation after LPS treatment, *n* = 2, 3, 3 replicates. **b** Representative images of CellMask-stained microglia and single-cell segmentation. **c** Quantification of cell size, ramification index and perimeter from (**b**), *n* = 22, 22, 20 wells from 4 independent cultures. **d** Immunostaining and quantification of γ-tubulin at the centrosome. *n* = 191, 201 cells from 4 cultures. **e** Quantification of polymerized shown in Fig. 5e. *n* = 5, 6, 6 assays from 2 independent cultures. **f** Quantification of MT + TIP track characteristics in microglia treated with RO-3306 and LPS. *n* = 26, 26, 25, 25 cells from 5 independent cultures. **g** Immunostaining and quantification of acetylated tubulin. *n* = 102, 82 cells from 4 independent cultures. **h** Immunostaining and quantification of Map4. *n* = 85, 82 cells from 4 independent cultures. **i** Up- and downregulated proteins after 8 and 24 h of LPS and RO3-306 treatment compared to LPS alone. Proteins associated with “inflammatory response” (green) and selected examples (red) are highlighted. Non-significantly regulated proteins are omitted. **j** Immunostaining and quantification of TNFα. *n* = 52, 40 cells from 2 independent cultures. Right panel quantifies radius of a circle enclosing 80% of the TNFα signal. *n* = 39, 31 cells from 2 independent cultures. **k** Quantification of cytokines secretion by microglial cultures, *n* = 2 replicates. Scale bars are 50 µm in (**b**); 10 µm in (**d**, **g**, **h**, **j**). Bars indicate mean ± SE in (**a**, **c**, **d**, **e**, **f**, **g**, **h**, **j**); mean ± SD in (**k**). Boxplots show all datapoints, median, 25th and 75th percentile, whiskers are 1.5*IQR. Statistical significance was calculated with one-sided ANOVA and Tukey HSD in (**a**, **c**, **e**, **f**), and unpaired two-tailed t-tests in (**d**, **g**, **h**, **j**). Significance intervals *p*: **** <1e−04 <*** <0.001 <** <0.01 <* <0.05 <ns. Source data are provided as a Source Data file.

We next studied the effect of Cdk1 inhibition on centrosomal activation and microtubule polymerization. Signal intensity of gamma-tubulin staining at the centrosome was reduced in reactive microglia treated with CDKi (Fig. 6d). In addition, microtubule pelleting assays showed that CDKi treatment prevented the increase of tubulin polymerization seen in LPS-reactive microglia (Fig. 6e). Tracking MT+TIPs in reactive microglia showed significant reduction of displacement and number of tracks in cells treated with CDKi but their speed and growth direction remained unchanged (Fig. 6f, Supplementary Fig. 5d). Using immunofluorescence, we showed that CDKi treatment in reactive microglia significantly reduced levels of acetylated tubulin and Map4 (Fig. 6g, h). Together these data show that Cdk1 activation is required to induce microtubule polymerization from the centrosomes and their stabilization through posttranslational modifications (PTMs) and MAP binding in LPS-reactive microglia.

To get a better understanding of the pathways of Cdk1-dependent microglial reactivity, we ran an additional proteomic analysis comparing primary microglia treated with LPS, CDKi, or both and found downregulation of 13 and 23 proteins after 8- and 24-h treatments, respectively (Supplementary Data 1, Supplementary Fig. 5e, f). Regulated proteins were enriched in inflammation, cytokine and chemokine release pathways (Supplementary Data 2, Fig. 6i, Supplementary Fig. 5g). Moreover, the downregulation of gamma-tubulin and Stmn1 following LPS stimulation was partially rescued in cells also treated with CDKi, as was the upregulation of inflammatory marker proteins Nos2, Il18 and Ccl7 (Supplementary Data 1, Supplementary Fig. 5h, i). This unbiased proteomics approach confirmed that Cdk1 activity is required for proper inflammatory polarization and microtubule rearrangements in LPS-reactive microglia.

### Cdk1 is the upstream regulator of the microtubule-dependent cytokine trafficking

An important function of microtubule remodeling is to facilitate the active transport of newly synthesized or recycling proteins, such as cytokines, from the Golgi apparatus or endosomal system to the cell periphery where they can be secreted. For example, TNFa is transported to the plasma membrane via endosomal pathways that rely on transport along microtubules to fuse with the plasma membrane in stimulated macrophages^38^. To determine whether CDKi treatment has an effect on cytokine trafficking and secretion in LPS-reactive microglia, we first stained cells for TNFa. We show that LPS stimulation strongly increased TNFa staining, but this was attenuated in reactive microglia also treated with CDKi. Moreover, TNFa-positive vesicles were clustered more closely in the perinuclear region and penetrated less into the cell periphery (Fig. 6j, Supplementary Fig. 6j). Lastly, we quantified the amount of cytokine release in microglia treated with LPS and/or CDKi and observed a marked reduction of both chemokine and cytokine release in a dose-dependent manner after Cdk1 inhibition (Fig. 6k, Supplementary Fig. 6k). These results clearly demonstrate that Cdk1 activation is not only required for the morphological rearrangements and microtubule remodeling in reactive microglia but also for functional cytokine release. They also stress the importance of the microtubule reorganization in reactive microglia for cytokine transport to the plasma membrane for exocytosis.

### Cdk1 activity is required for the ameboid cell morphology in acute brain slices

Encouraged by the striking results of CDKi on microglial cell morphology in our in vitro experiments, we validated the physiological relevance of Cdk1 activation in brain tissue. Due to the poor in vivo pharmacokinetic properties of the available Cdk1 inhibitors, we were unable to perform in vivo experiments at sufficient and sustained brain-exposure levels and hence assessed the effect of Cdk1 inhibition in an ex-vivo setting. Acute brain slices from Cx3CR1^GFP/wt^ mice^39^ were exposed to LPS and/or CDKi for 4 h (Fig. 7a). As preparation of acute slices induces inflammatory responses per se, we imaged the center of the slices that still showed intact microglial morphology in control slices. Quantifying the three-dimensional morphology of microglia in this model revealed a decrease in microglial cell volume in LPS-treated slices that could be partially rescued by CDKi (Fig. 7b–d, Supplementary Movie 3). This study showed that Cdk1 activation is required for the morphological changes of microglia in their endogenous environment and confirms the physiological relevance of the pathway.

**Fig. 7:**
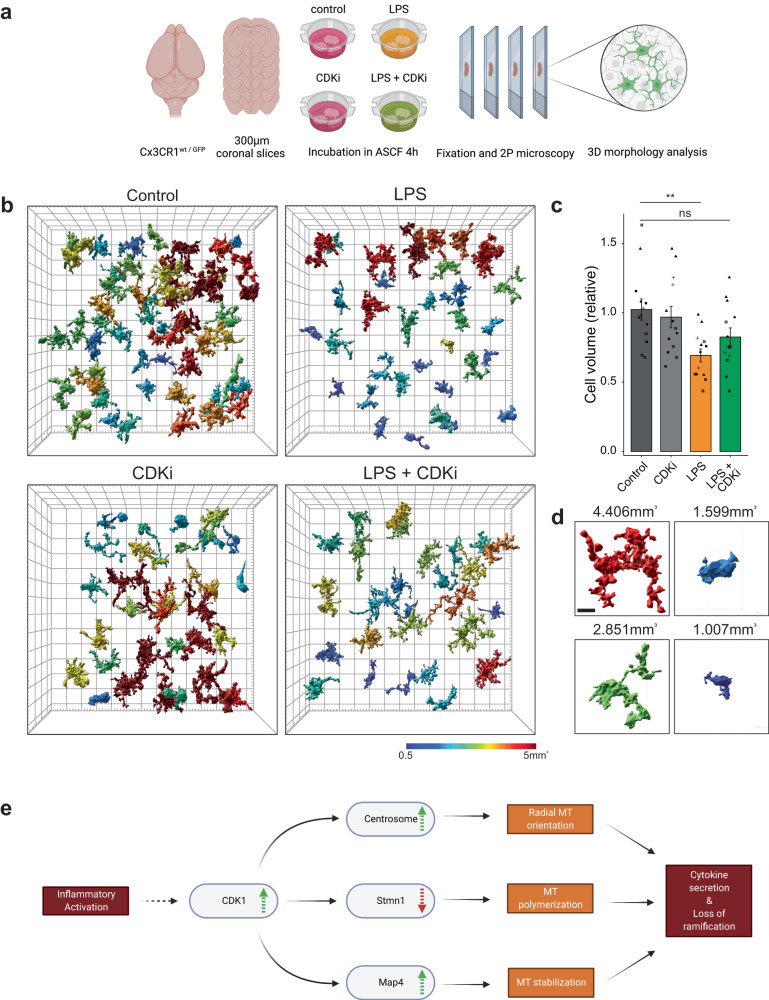
Cdk1 inhibition prevents morphological remodeling of LPS-reactive microglia in ex-vivo brain tissue. **a** Experimental outline: 300 µm thick acute slices of Cx3CR1^wt/GFP^ brains were incubated in treatments indicated in ASCF for 4 h before fixation and 2-photon microscopy. **b** Representative 3D segmentation result of GFP signal from 150 µm thick image stacks of indicated treatments. Cells are color coded by their volume. Grid spacing is 20 µm in *xy* and 40 µm in *z*. See also Supplementary Video 3. **c** Quantification of cell volumes relative to control condition in acute slices shown in (**b**). Graph shows mean ± SE for *n* = 13 acute sections recorded in 3 ROIs each from 5 mice. Symbols indicate datapoints originating from the same animals. Statistical significance was calculated with ANOVA and Tukey HSD. Source data are provided as a Source Data file. Significance intervals *p*: **** <1e−04 <*** <0.001 <** <0.01 <* <0.05 <ns. **d** Example 3D segmentation of cells from b with measured volumes indicated. Color-coding as in (**b**). Scale bar is 5 µm. **e** Working model of microglial inflammatory stimulation and resulting MT reorganization as proposed in this paper.

## Discussion

Reactive microglia cells are important components in many neurological and neurodegenerative diseases and are studied extensively to predict or modify disease outcomes. Yet the molecular processes and mechanisms underlying microglial reactivity have so far rarely been examined. In this study, we propose a model in which initial microglia stimulation results in Cdk1 signaling that in turn drives centrosome maturation, downregulation of Stmn1 and activation of Map4 that together mediate microtubule remodeling, polymerization, and stabilization (Fig. 7e). Microtubule reorganization in LPS-reactive microglia contribute to efficient cytokine secretion by facilitating their transport to the plasma membrane and inducing the morphological changes characteristic of microglial reactivity in vivo.

### Polarized microtubule remodeling drives morphological changes in reactive microglia cells

In this study, we uncovered that microtubule remodeling pathways are an early factor that drives the morphological change in LPS-reactive microglia cells. We found that the mechanisms employed by reactive microglia to remodel the cytoskeleton and build the radial microtubule array consist of at least three parts: (1) More microtubules are polymerized from free tubulin by downregulation of the tubulin sequester Stathmin 1. (2) The nucleation site of microtubules is shifted toward the centrosome and reduced at the Golgi apparatus by strong activation of the centrosome and relocation of the gamma-tubulin complex. (3) The resulting microtubule network is stabilized by recruitment of Map4 and acetylation of microtubules at the MTOC. Together, these parallel pathways build and maintain a radial microtubule array that can facilitate the functional changes discussed below. We also studied the temporal sequence of these events through time course studies both with proteomics and functional assays. The switch from Golgi-mediated microtubule polymerization to centrosomal nucleation is rapid, as evident by MT + TIP tracking, and reached full effect within 1 h after LPS stimulation. Since we observed the continuous accumulation of pericentrin at the centrosome over 24 h, MTOC activation in these cells is both rapid and sustained. The number of MT + TIP tracks measured peaked 4 h after LPS stimulation, at which time cytokine secretion starts to increase dramatically and cell morphology becomes more ameboid. We hypothesize that rapid nucleation of microtubules from the centrosome is key in rearranging them into a radial array to facilitate cytokine secretion. After this initial spurt in microtubule polymerization, the reactive cell enters a new steady state in which it maintains and stabilizes the radial array but decreases new microtubule growth. Our model is consistent with data from bone-marrow-derived macrophages that show centrosomal activation after LPS stimulation as well as recent work in microglial cells^18,40^. However, both studies did not explain the underlying molecular pathways that we uncovered here. Our results may also help explain why Stathmin 1 overexpression reduces macrophage reactivity^41^. Golgi outposts in oligodendrocytes and other brain cell types have been shown to be critical for the maintenance of their morphology and functions^14,42^. It has now been shown that these Golgi outposts are lost in microglia during LPS-reactivity, confirming our observation of loss of golgi derived microtubules^18^. These and our studies also highlight the need to develop in vitro models of microglial cell biology that closely mimic their behavior and morphology in situ and we expect the field to quickly advance with the advent of more sophisticated primary and iPSC-derived microglial cultures^43,44^.

### Microtubule remodeling regulates cytokine responses in reactive microglia

We found that microtubule rearrangements in LPS-reactive microglia are required both for the morphological change of cell shape and the release of cytokines. Our data suggest that the dynamics of the microtubule cytoskeleton facilitate microglial reactivity by promoting vesicular transport to and from the plasma membrane^45^. Studies in macrophages have shown that cytokine and Apolipoprotein E secretion occurs from vesicles that need to be transported to the cell surface via microtubules^46–48^. Also release of MMP9 metalloprotease is regulated this way and MMP9-containing vesicles have a preference for transport along stabilized microtubules^49^. Moreover, in macrophages, taxol-induced microtubule stabilization further promoted inflammasome activation and IL-1b release after LPS stimulation^50^. Our findings, that microtubules arrange into stable radial arrays to facilitate these functions, explain how the cytoskeleton influences cellular function. By extending microtubule plus-ends towards the periphery, kinesin-driven secretory vesicles have direct fast tracks towards the plasma membrane^51,52^. In addition, this model fits with observations that early endocytic vesicles and phagosomes rely on dynein-mediated transport along microtubules of these vesicles to the perinuclear space, where they fuse with lysosomal compartments^53–55^. Intriguingly, the processes of cytokine exocytosis and formation of phagosomes at the plasma membrane can be linked^56^, suggesting even higher coordination of vesicular transport in macrophages and microglia. It is clear that any such coordination is strongly facilitated by a uniform radial microtubule array that assigns kinesin- and dynein-driven vesicles a clear subcellular destination. Lastly, our model of microtubule cytoskeleton involvement in microglial reactivity also fits with in vivo studies showing that microtubule-targeting drugs modulate neurodegenerative disease outcomes: Our data demonstrate that inhibiting microtubule dynamics led to a strong inhibition of microglial reactivity and cytokine release in our primary cultures. These findings may help explain why Epothilone D, a microtubule-stabilizing agent, inhibited overall microglial reactivity in a model of Parkinson’s Disease^57^. Targeting microtubule dynamics may help untangling the many pathways activated by microglial stimulation and we expect more studies to test their relevance for modulating disease outcome.

### Cdk1 is as an upstream regulator of microtubule remodeling and morphological changes

We found that microtubule stabilization, centrosome nucleation and cytokine trafficking are controlled by upstream activation of Cdk1 kinase in stimulated microglia. We also demonstrated that morphological changes in response to LPS, amyloid beta and Tau^P301S^ fibrils were dependent on Cdk1 activation. Since cultured microglia are non-proliferating, there must be parallels between microtubule dynamics in mitosis and microglial reactivity that support a common role for Cdk1 in both processes. During mitosis, the separated centrosomes become the sole nucleators of microtubules, resulting in two radial microtubule clusters. In addition, mitotic microtubules are stabilized upon kinetochore capture. Cdk1 plays a key role in regulating the mitotic spindle and it is conceivable that is has a similar function in stimulated microglia leading to a single radial array in absence of centrosome separation driven by Polo-like kinases during mitosis^58^. Our Cdk1 inhibition experiments demonstrated a dose-dependent effect on cytokine release and morphology changes both in vitro and in situ. This aligns with earlier studies showing Cdk1-dependent Map4 phosphorylation, but it is also conceivable that additional signaling factors play a role in Map4 phosphorylation^59^. Inhibitory phosphorylation of Stmn1 on Ser38 has been shown to be a direct Cdk1 target and regulated by Cdk1 activity previously and is in agreement with our present study^34,35^. In summary, it is intriguing to find an additional non-mitotic role for Cdk1 in the context of microglial stimulation and it will be valuable to determine the effect of Cdk1 inhibition in in vivo neurodegenerative disease models.

## Methods

### Animals

All animal care and handling procedures were reviewed and approved by the Genentech IACUC and were conducted in full compliance with IACUC policies and the Institute for Lab Animals’ guidelines for the humane care and use of laboratory animals. Animals were housed in specific pathogen-free conditions with 14 h light/10 h dark/day and maintained on regular chow diets and tap water *ad libitum*.

Wild-type C57BL/6N pups were obtained from Charles River, Hollister (CA). C57BL6/J mice were obtained from Jackson Laboratories, Sacramento (CA). Male and female Tau^P301S^ mice aged 6 and 12 months^23,24^, female PS2APP x Trem2^KO^ mice at 6 months^20,60^ and male and female Cx3CR1^wt/GFP^ mice^39^ were bred at Genentech.

For the LPS time course study, ~10-week-old C57BL6/J male mice were injected with 1 mg/kg LPS from *Salmonella enterica* (L6143, Sigma-Aldrich, St. Louis, MO) *i.p*. or vehicle control (PBS). Application volume was 10 ml/kg. Animals were monitored and weighted beginning on the day before treatment at timepoints indicated.

All animals were anaesthetized with 2.5% Avertin (2,2,2-tribromoethanol (Sigma-Aldrich); ~0.5 ml/25 g body weight) and transcardially perfused with cold PBS. Blood plasma and brains were collected. One hemibrain was drop fixed in 4% paraformaldehyde (PFA, Electron Microscopy Sciences, Hatfield, PA) for 48 h and processed for immunohistochemistry as described below. The other was stored at −80 °C.

### Embedding, sectioning and immunohistochemistry of brain slices

Harvested brain hemispheres were processed and stained by Neuroscience Associates, Inc (Knoxville, TN USA) according to the following protocol. Hemispheres were treated overnight with 20% glycerol and 2% dimethylsulfoxide to prevent freeze-artifacts. The specimens were then embedded, with 40 brains in the block, arranged for coronal sectioning in a gelatin matrix using MultiBrain® Technology (NeuroScience Associates, Knoxville, TN). After curing with a formaldehyde solution, the block was rapidly frozen by immersion in 2-methylbutane chilled with crushed dry ice and mounted on a freezing stage of an AO 860 microtome. The MultiBrain® block was sectioned coronally with a setting on the microtome of 30 µm. All sections were cut through the entire specimen and collected sequentially into a series of 24 cups. All cups contained Antigen Preserve solution (50-parts PBS pH 7.0, 50-parts ethylene glycol, 1-part polyvinyl pyrrolidone); no sections were discarded.

For immunohistochemistry (IHC), a set of every twelfth section (an interval of 360 microns) for GFAP, Iba1 and CD68, was stained free-floating. All incubation solutions from the primary antibody onward used Tris buffered saline (TBS) with Triton X100 as the vehicle; all rinses were with TBS.

After a hydrogen peroxide treatment and rinses, each set of sections were immunostained with the primary antibodies as shown below, overnight at room temperature. Vehicle solutions contained Triton X100 for permeabilization. Following rinses, a biotinylated secondary antibody (anti IgG of host animal in which the primary antibody was produced) was applied. After further rinses Vector Lab’s ABC solution Catalog # PK-6100 (avidin-biotin-HRP complex; details in instruction for VECTASTAIN® Elite ABC, Vector, Burlingame, CA) at a dilution of 1:222 was applied. The sections were again rinsed, then treated with a chromagen: diaminobenzidine tetrahydrochloride (DAB) and hydrogen peroxide to create a visible reaction product. The chromagen for the Iba1 and CD68 stained sections included nickel (II) sulfate as noted below. Following further rinses, the sections were mounted on gelatin coated glass slides, then air dried. The mounted CD68 slides were counterstained with Neutral Red counterstain. The Iba1-stained slides were dehydrated in alcohols, cleared in xylene and coverslipped with Permount as a bonding medium.

**Iba1 IHC stain:**

**Table:** 

Primary antibody:	Iba1 IHC	Secondary antibody:	Anti-rabbit biotinylated
Source:	Abcam	Source:	Vector
Catalog #:	ab178846	Catalog #:	BA-1000
Host:	Rabbit	Host:	Goat
Dilutions:	75,000	Dilution:	1:1000
		Chromagen:	Ni(II)-DAB
		Color:	Black

**CD68 IHC stain:**

**Table:** 

Primary antibody:	CD68 IHC	Secondary antibody:	Anti-rabbit biotinylated
Source:	Rockland	Source:	Vector
Catalog #:	600-401-R10	Catalog #:	BA-1000
Host:	Rabbit	Host:	Goat
Dilutions:	50,000	Dilution:	1:1000
		Chromagen:	Ni(II)-DAB
		Color:	Black

Slides were scanned at 20× with a Hammamatsu NanoZoomer S60 digital whole slide scanner or Huron Digital Pathologies LE120 scanner.

### Culture of primary murine microglia

Primary murine microglia were harvested from mixed glial cultures by shake-off^44^. Triturated neonatal P2-P3 mouse brains were cultured in DMEM with 10% FBS and cultured for 10–14 days until microglia were loosely attached on top of a layer of astrocytes. Cell culture flasks were then put on a shaker at 300 rpm for 60 min to shake-off microglia from this layer into the supernatant. After washing, microglia were seeded for experiments onto collagen-IV coated plates or glass coverslips and maintained in DMEM with 10% FBS and 10 ng/ml recombinant murine CSF-1 (416-ML, R&D Systems) for up to 4 days.

Cells were treated with 5 µg/ml LPS (00-4976-93, Invitrogen) or 20 ng/ml recombinant murine IL-4 and IL-13 (404-ML, 413-ML), 50 ng/ml TNFa (410-MT), 20 ng/ml IFN gamma (485-MI), 20 ng/ml CCL-2 (479-JE), 20 ng/ml IL-6 (406-ML) or 20 ng/ml IL-10 (417-ML, all R&D Systems). Recombinant human beta amyloid (1–42) monomers (Anaspec Cat No AS-20276) were fibrillized by incubation and agitation at 37 degrees for 24 h, and both added at 110 µM concentration. Recombinant tau wild-type monomers (Human Tau-441 (2N4R), Cat No SPR-479) and tau P301S fibril preparations (Human Tau-441 (2N4R) P301S Mutant PFF, Cat No SPR-471, both Stressmarq Biosciences) were added at 4 µg/ml. Nocodazole and taxol (both Sigma) were used at 1 µM unless otherwise noted and RO3306 (CDKi) and Roscovitine / Seliciclib (Selleck Chem) were used at 10 µM or as indicated.

The day after plating, Lipofectamine RNAiMAX (Invitrogen) was used according to manufacturer’s instructions to transfect primary microglia with 5pmol siRNA per well on a 24-well plate. We transfected the following pooled on-target Plus siRNA (Dharmacon) for knockdown experiments: siNT (Cat No D-001810-10-20), siMap4 (Cat No L-040500-01-0005) and siAkap9 (Cat No L-041065-01-0005).

For overexpression, we infected microglia with adeno-associated viruses with AAV2/dj serotype and Cbh promoters (Vectorbuilder) at MOI 5E4 for two days. This led to homogenous expression at low levels.

### Single-cell segmentation of Iba1-stained hemibrains and morphological analysis

Regions of interest encompassing medial and lateral cortex and hippocampus were drawn manually on imaged hemibrains. Masked RGB images of Iba-1 DAB staining were converted to 8-bit grayscale images, background subtracted (rolling ball algorithm, radius = 50px) and blurred with a gaussian distribution (sigma = 1). A custom ImageJ macro was written to further segment this image into separate cells. The first step is to segment darker stained cell bodies to identify individual cells and was implemented with the “Area Maxima local maximum detection” function from the SCF Fiji plugin (SCF-MPI-CBG, version 1.2.0). Thresholds for this step were expressed as Th1 = *I*_max_ – *f*_*1*_ * *I*_SD_, where *I*_max_ and *I*_SD_ are the maximum and standard deviation of the measured pixel values, respectively, and *f1* and empirically set factor per dataset. The area threshold was set to 300 px. The resulting areas were then used as seed point for watershed analysis using the “Watershed with seed points” function from the same plugin. Here the threshold was set to Th2 = *I*_mean_ + *f2* * *I*_*SD*_, where *I*_*mean*_ is the average pixel value in each image and *f2* set empirically per dataset. Segmented cell area where then filtered to be larger than 900 px and their morphologies measured with MorphoLibJ^61^. The following morphology readouts were used: Ramification index is 1 – circularity, high values indicate many branches; Cell size is the surface area measured in segmentation; Inscribed radius is the radius of the largest disc fitted into the segmented shape (a proxy for cell body size); Feret Diameter is the longest distance between two points on the segmentation boundary; Cell Density is the number of segmented objects per mm^2^; Geodesic Diameter is the longest path between extremities of the segmented object without crossing its boundary. Measurements were taken from two sections per animal and averaged per animal in all graphs shown.

For morphological analysis of cultured microglia, we followed a similar approach. However, instead of maximum detection, we used a fixed seed dynamics at 10000 in the “H_Watershed” function of the SCF plugin. We set the minimum area size to 200, the threshold to 10× the minimal intensity value per image and turned off object splitting, after empirical testing. Between 5 and 9 technical replicates were imaged per well.

### Immunofluorescence and image analysis

For cell morphology assays, microglia were plated onto 96-well Cell Carrier Ultra plates (Perkin Elmer) at 15k cells per well. Cells were treated as indicated the following day and fixed in 4% paraformaldehyde (PFA) in fixation buffer (150 mM NaCl, 10 mM Hepes, 5 mM EGTA, 5 mM glucose, 5 mM MgCl_2_) for 15 min at 37 °C, permeabilized with 0.5% Tx-100 for 5 min and stained with HCS CellMask Far Red (H32721, 1:1000, Molecular Probes) and DAPI for 30 min before imaging on a Leica Thunder widefield microscope with DAPI and Cy5 filter sets at 10x or 20x magnification operated with Leica LAS X software. Seven to nine regions were imaged per biological replicate.

For immunofluorescence, microglia were plated on Collagen-IV-coated glass coverslips in 24-well plates at 80k cells per well in DMEM with 10% FBS and 10 ng/ml recombinant murine CSF-1 (416-ML, R&D Systems). The following day cells were treated as indicated and fixed either with warm 4% PFA in fixation buffer at 37 °C for 20 min or with ice-cold 100% Methanol at −20 °C for 5 min followed by 4% PFA post-fixation for 5 min. To extract cytosolic protein in and show microtubule association of Map4, 0.1% Tx-100 was added during the fixation step. Permeabilization was done with 0.5% Tx-100 in PBS and blocking and antibody incubation with 2% bovine serum albumin in PBS. Coverslips were mounted onto glass slides with Prolong Diamond (Thermo Fisher).

Confocal images were acquired on a 3i Marianas spinning disk confocal microscope (Intelligent Imaging Innovations), built on a AxioObserver with 63x Plan Apo 1.4 NA and 100× alpha Plan Apo 1.46 NA objectives (Zeiss) and a CSU-W 50 µm spinning disk (Yokogawa). In addition, the microscope is equipped with a Mesa light homogenizer and 4-line Laserstack with 405, 488, 561 and 640 nm lines (Intelligent Imaging Innovations), Definite Focus 2 (Zeiss), a stage-top incubator (Okolab) and Prime95B cMOS cameras (Photometrics). Data acquisition was done through Slidebook 6 software (Intelligent Imaging Innovations). For super-resolution images a CSU-W SoRa spinning disk (Yokogawa) with ×2.8 magnification lens and 100x objective was used.

Quantification of fluorescent signal intensities and areas was done in ImageJ^62^. Quantification of centrosomal signals was limited to a ROI of 20 × 20 px each compared to three cytoplasmic sites of the same size. The distribution of TNFa-positive vesicles was quantified by measuring the integrated density along a radial profile centered on the MTOC using the “Radial profile” function. The radius from the cell center at 80% of the cumulative integrated density was used as a readout for the distribution of these vesicles.

### Antibodies

We used the following primary antibodies in this study:

**Table:** 

Target	Dilution	Animal	Fixation	Supplier	Catalog#	Lot No
Camsap1l1 (Camsap2)	500	Rabbit	PFA	Proteintech	17880-1-AP	N/A
EB1	1000	Mouse	MeOH	BD	610535	6078948
GM-130	500	Rabbit	MeOH	Abcam	ab52649	N/A
Iba1	500	Rabbit	PFA	Wako	019-19741	LEJ1842
Pericentrin	5000	Rabbit	PFA	Biolegend	923701	B215567
Tubulin alpha	1000	Mouse	MeOH/PFA	Sigma	T6199	029M4842V
Tubulin acetylated	500	Mouse	PFA	Millipore	T7451	206322
Map4	500	Rabbit	MeOH	Abcam	ab245578	GR3259936-3
Histone H3 (pS28)	1000	Rat	PFA	Abcam	ab10543	N/A
Ki67	500	Mouse	PFA	BD	550609	N/A
Histone H3	500	Rabbit	WB	Cell Signaling	4499S	9
Tubulin acetylated	500	Rabbit	PFA/WB	Cell Signaling	5335S	5
Tubulin detyrosinated	1000	Rabbit	WB	Sigma	AB3201	N/A

For secondary fluorescent antibodies, we used goat anti-mouse IgG Alexa Fluor Plus 488 (A32723, LOT VA288487) or Alexa Fluor Plus 647 (A32728, LOT UK290265), Alexa Fluor 568 goat anti-mouse IgG (A11031 LOT 2124366), goat anti-rabbit IgG Alexa Fluor Plus 488 (A32731, LOT UK290266) or Alexa Fluor Plus 647 (A32733, LOT UL291628) and Alexa Fluor 568 goat anti-rabbit IgG (A11036, LOT 2155282, all Invitrogen), all at 1:1000 dilution in blocking solution.

For immunoblots we used the following secondary antibodies: Anti-mouse IgG HRP linked (7076, LOT 34) and anti-rabbit IgG HRP linked (7074, LOT 29, both Cell signaling) or IRDye800CW donkey anti-mouse (926-32212 LOT D21109-15) and IRDye680RD goat anti-rabbit (926-68071, LOT D00819-05, both Licor), all at 1:1000 dilution.

### Quantitative cytokine secretion

Cytokine concentration in cell culture supernatants, plasma and tissue lysate was analyzed using Luminex immuno-multiplexing. All assays were run with Bio-Plex Pro Mouse Cytokine 23-plex Assay #M60009RDPD (Biorad) in technical duplicates for each sample.

### RNA sequencing

Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen). The concentration of RNA samples was determined by NanoDrop 8000 (Thermo Scientific) and RNA integrity was assessed using the RNA 6000 Nano kit (Agilent). RNA-seq libraries were prepared from 0.5 µg of total RNA using the TruSeq RNA Sample Preparation Kit v2 (Illumina). Libraries were multiplexed and sequenced on an Illumina HiSeq, using a single-end, 50-bp run.

The HTSeqGenie R package (v4.30, 10.18129/B9.bioc.HTSeqGenie) was used to process RNA-seq reads, including filtering, alignment and feature counting. Sequencing reads were mapped to the mouse reference genome (GRCm38) using the GSNAP short read aligner^63^. Only uniquely aligned reads were used for downstream analysis.

### Gene set score analysis

Single-cell RNA sequencing data of the adult murine cortex^64^ was imported using the scRNAseq R package (v 2.14, 10.18129/B9.bioc.scRNAseq). For each broad cell type (Microglia, Endothelial cell, Astrocyte, Oligodendrocyte, Oligodendrocyte precursor cell, Glutamatergic neuron and GABA-ergic neuron) the top 10 marker genes, ordered by the Cohen’s d, were determined using the scoreMarker function of the scran R package^65^.

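The paper's text does not list the marker genes of each set, but its source data give the score of each type in each library. For each type a set of 10 genes was therefore searched among candidate markers, written from general knowledge of cortical cell types, whose scores equal the paper's within 1e-06 in all 8 libraries. The candidate lists were drawn up and widened after the counts had been seen. With counts in at least 1 library, they held 80 genes for Microglia, 81 for Astrocyte, 86 for Oligodendrocyte, 84 for OPC, 118 for Endothelial Cell, 110 for Glutamatergic Neuron and 114 for GABA-ergic Neuron. A set was found for 4 of the 7 types, with a largest deviation of 5.33e-15 from the paper's scores. As a control, the search for the Microglia scores rotated between libraries found 0 sets. The Astrocyte set was Aqp4, Cldn10, F3, Gja1, Mt2, Pla2g7, S1pr1, Sdc4, Slco1c1 and 1 gene with 0 counts, which any of 27212 identifiers could be. Cldn10 held 1 count in all libraries together, so its identity is not settled either. The OPC set was Cspg4, Ednrb, Pcdh15, Pdgfra, Pllp, Ptprz1, Scrg1, Tmem100, Tnr and Vcan, where 3 identifiers share the counts of Pllp. Transcripts on the opposite strand overlap 73.5% of the exonic bases of Mt2 and 54.2% of those of Pllp, so both counts are uncertain if strand was not used. The sets shared 4 (Microglia), 3 (Astrocyte), 5 (Oligodendrocyte) and 3 (OPC) genes with fixed lists of 10 genes per type. Where no set was found, the fixed lists stood in. That of Endothelial Cell was Cldn5, Pecam1, Cdh5, Flt1, Tek, Ly6c1, Itm2a, Slco1a4, Esam and Egfl7.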

Raw counts were normalized using the DESeq2 R package^66^ and log-transformed as log2(normCount+1). 

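The DESeq2 size factors, computed from the counts of all 8 libraries, were 1.26 to 1.34 in vehicle libraries and 0.706 to 0.915 in LPS libraries, with no overlap between the groups. A size factor follows the median gene of a library, so it can differ between libraries of similar total. A few genes took a much larger share of the counts after LPS. Saa3 went from 0.0848% ± 0.0755 to 2.71% ± 0.288 of a library's counts (SD, n = 4 each), Fth1 from 0.422% ± 0.168 to 2.38% ± 0.0540, and Nos2 from 0.000128% ± 5.32e-05 to 0.915% ± 0.0437. The share of Lyz2 fell from 4.27% ± 1.32 to 0.979% ± 0.365. Division by these factors lowers each vehicle count and raises each LPS count relative to the raw counts.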

Gene set scores were calculated for each sample as the mean over all marker genes in a top 10 marker gene set.

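The scores of the 7 cell types were compared between LPS and vehicle libraries, with the fixed lists for Endothelial Cell and the neurons. The Microglia score differed by −1.87, which placed all 4 LPS libraries below all 4 vehicle libraries (two-sided exact permutation test p = 0.0286, the smallest p that 4 libraries against 4 allow, and 0.04 after Benjamini-Hochberg adjustment over the 7 types). The adjusted permutation p was also 0.04 for the Astrocyte (difference 0.70), Endothelial Cell (0.82), Oligodendrocyte (−1.0) and Glutamatergic Neuron (−0.32) scores. In each of these all 4 LPS libraries lay on one side of all vehicle libraries. For Glutamatergic Neuron the groups barely parted, with LPS replicate 2 at 1.786 and vehicle replicate 3 at 1.804. Neurod6, Neurod2, Nrgn, Sv2b and Slc30a3 of its list had 0 counts. With a pseudocount of 0.1 its adjusted permutation p was 0.286. The OPC score changed by −0.98, less than its SD between vehicle libraries (adjusted permutation p = 0.2). Without vehicle replicate 3 it changed by −1.43 (adjusted permutation p = 0.04). Of the OPC markers only Vcan rose, by 1.995 on the log2 scale. With the median over the markers the OPC difference was −2.44 (adjusted permutation p = 0.16). The GABA-ergic Neuron score changed by −1.07 (adjusted permutation p = 0.0667). With same-numbered libraries paired, the OPC score was lower after LPS in all 4 pairs, by differences from −1.47 to −0.36 (mean −0.98 ± 0.51, SD, n = 4 pairs), and the GABA-ergic Neuron score in all 4 as well, from −1.51 to −0.26 (± 0.56, SD). The exact sign-flip permutation p within pairs was 0.125 for each, the smallest that 4 pairs allow. Leaving out each library in turn kept the difference of the Microglia score between −1.96 and −1.74, with an adjusted permutation p of 0.05 unless the library was vehicle replicate 3. The Astrocyte difference was −0.030 with a fixed list of astrocyte genes, and the Endothelial Cell difference was −0.32 with the median in place of the mean over the 10 genes, so the direction of these 2 scores depended on the markers and on how they were combined.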

### qPCR

Primary microglia were seeded into Collagen-IV-coated 24-well plates (Corning) at 130k cells per well in DMEM with 10% FBS and 10 ng/ml recombinant murine CSF-1 (R&D Systems). The following day cells were treated as indicated and RNA was collected with RNeasy Plus Micro kits (Qiagen) according to the manufacturer’s instructions. cDNA was generated with iScript cDNA Synthesis Kit (BioRad) followed by qPCR run in triplicate with TaqMan Fast Advanced MasterMix and TaqMan assays in a QuantStudio 7 Flex machine (all ThermoFisher). ddCT quantification was performed in R and Rstudio relative to untreated conditions and Gapdh as housekeeping gene. Each biological replicate was measured in technical triplicates and averaged. We used the following TaqMan assays in this study (all ThermoFisher):

**Table:** 

Target	Assay ID	Dye
Nos2	Mm00440502_m1	FAM
Ptgs2	Mm00478374_m1	FAM
Il1b	Mm00434228_m1	FAM
Arg1	Mm00475988_m1	FAM
Retnla	Mm00445109_m1	FAM
Chil3	Mm00657889_mH	FAM
Hprt	Mm03024075_m1	FAM
Gapdh	Mm99999915_g1	VIC
Map4	Mm00485243_m1	FAM
Akap9	Mm01316486_m1	FAM

### Proteomic and phosphoproteomic sample preparation

The two proteomics experiments will be referred to as LPS and LPS+CDKi. For the LPS experiment global proteome, global phosphorylation, and pY profiling were performed. For LPS+CDKi only global proteome profiling was performed.

For both experiments, lysis buffer containing 8 M urea, 150 mM NaCl, 50 mM HEPES (pH 8.0), one complete-mini (EDTA free) protease inhibitor (Roche), and one phosphatase inhibitor (PHOSstop) tablet (Roche) were added to cells in order to lyse the cells. Protein concentrations were then determined by Bradford assay and then disulfide bonds were reduced by incubation with 5 mM DTT (45 min, 37 °C). This was followed by alkylation of cysteine residues by 15 mM IAA (30 min, RT Dark) which was quenched by the addition of 5 mM DTT (15 min, RT Dark). For the LPS+CDKi experiment, proteins were then extracted by chloroform/methanol precipitation and resuspended in digestion buffer (8 M urea, 150 mM NaCl, 50 mM HEPES pH 8.0).

For both experiments, initial protein digestion was performed by the addition of LysC (1:100 enzyme:substrate ratio) followed by incubation at 37 °C for 3 h. Samples were then diluted to 1.5 M urea with 50 mM HEPES (pH 8.0) before the addition of Trypsin (1:50 enzyme to substrate ratio) and incubation overnight at 37 °C. The next day, the resulting peptide mixtures were acidified and desalted via solid phase extraction (SPE; SepPak, Waters). Following this, each sample was resuspended in 200 mM HEPES (pH 8.5) and labeled with tandem mass tags (TMT or TMTpro, Pierce) according to the manufacture instructions. After 1 h of labeling the reaction was quenched by the addition of 5% hydroxylamine and incubated at room temperature for 15 min. Labeled peptides were then mixed, acidified, and purified by SPE.

For the LPS + CDKi experiment TMTpro labeled peptides were separated into 96 fractions by offline basic-reversed phase chromatography before being combined into 24 fraction pools of 12 were analyzed by LC-MS. For the LPS experiment TMT labeled peptides were enriched for phosphotyrosine peptides utilizing the PTMscan pY enrichment protocol (Cell Signaling Technology). Enriched pY peptides were desalted before analysis. Flow-through from the pY enrichment was further enriched for phosphopeptides using TiO_2_. Enriched phosphopeptides and the flow-through from TiO_2_ enrichment were desalted separately before separation by offline basic-reversed phase chromatography and pooling into 12 phosphopeptide fractions and 24 global proteome fractions, of which 12 were analyzed.

### Proteomic and phosphoproteomic nLC–MS/MS analysis

For nLC–MS/MS analysis, peptides were separated using a Dionex UltiMate 3000 RSLCnano Proflow system (Thermo Fisher Scientific) for the LPS + CDKi experiment or a NanoAcquity UPLC (Waters) for the LPS experiment. For the LPS experiment a gradient of 2% buffer A (98% H_2_0, 2% ACN with 0.1% formic acid) to 30% buffer B (98% ACN, 2% H_2_0, 0.1% formic acid) with a flow rate of 450 or 500 nL/min was used to separate peptides over a 25 cm capillary column (100 µm I.D.) packed with Waters nanoAcquity M-Class BEH (1.7 µm) material (New Objective, Woburn, MA). For the LPS+CKi experiment an identical gradient was used but with a flow rate of 300 nL/min and employing an Aurora Series 25 cm × 75µm I.D. column (IonOpticks, Australia).

Samples from the LPS experiment were analyzed using an Orbitrap Fusion Lumos mass spectrometer, while samples from the LPS+CDKi were analyzed using an Orbitrap Eclipse mass spectrometer (Thermo Fisher Scientific, San Jose, CA). For all analyses the SPS-MS3 method was implemented for improved quantitative accuracy^67,68^. For all experiments, intact peptides were surveyed in the Orbitrap (1 × 10^6^ AGC, 120,000 resolution) and the top 10 peptides were selected for fragmentation (CID, 30 NCE) and analyzed in the ion trap (2 × 10^4^ AGC for LPS and 1.5 × 10^4^ AGC for LPS + CDKi). Quantitative MS^3^ scans selected the 8 most abundant fragment ions from the MS^2^ spectrum and fragmented them at high energy (HCD, 55 NCE for LPS and 40 NCE for LPS+CDKi) to produce reporter mass ions.

### Proteomic and phosphoproteomic data processing

Assignment of MS/MS spectra was performed using the MASCOT search algorithm to search against all entries for *Mus musculus* (house mouse) in UniProt (downloaded June 2016 for LPS + CDKi or August 2017 for LPS experiments). A search of all tryptic peptides (1 [LPS + CDKi] or 2 [LPS] missed cleavages) was performed and a precursor tolerance of 25 ppm [LPS] or 50 ppm [LPS + CDKi] was used to limit the number of candidate peptides, while a 0.8 Da [LPS] or 0.5 Da [LPS + CDKi] tolerance was used to match MS/MS data collected in the ion trap. Static modifications included TMT on the N-terminus of peptides and lysine residues (+229.16293 for TMT in LPS experiment and +304.2071 for TMTpro in LPS + CDKi experiment) and cysteine alkylation (+57.0215), while variable modifications included methionine oxidation (+15.9949) for all experiments, phosphorylation (+79.9663) for LPS phosphorylation experiments, and TMT labeling of tyrosine (+304.2071) for LPS+CDKi. Peptide spectral matches were filtered to a 2% false discovery rate using a target decoy approach scored with a linear discrimination analysis algorithm before filtering to a 2% false discovery rate at the protein level as previously described^69^.

Quantitative values were extracted and corrected for isotopic impurities using Mojave^70^. Additionally, quantitative events with a precursor purity <0.5 or 0.7 (±0.25 Da). The R package MSstatsTMT v.1.6.3 (LPS) or v1.6.6 (LPS + CDKi) was used to preprocess PSM-level quantification before statistical analysis, to have protein quantification and to perform differential abundance analysis. MSstatsTMT estimated log2(fold change) and the standard error by linear mixed effect model for each protein. The inference procedure was adjusted by applying an empirical Bayes shrinkage. To test two-sided null hypothesis of no changes in abundance, the model-based test statistics were compared to the Student *t*-test distribution with the degrees of freedom appropriate for each protein and each dataset. The resulting *P* values were adjusted to control the FDR with the method by Benjamini–Hochberg.

### Gene ontology

Significant hits are defined as proteins with Log2FC > 1 and adjusted *p* values < 0.05. Resulting protein lists were submitted to EnrichR GO analysis through enrichR R package (v3.0, https://maayanlab.cloud/Enrichr/)^71^.

Overlays for volcano plots were generated by highlighting proteins associated with GO terms indicated as found on AmiGO^72^ (http://amigo.geneontology.org/amigo). Detailed GO outputs for datasets shown are compiled in Supplementary Data 2.

### MT+TIP tracking

Primary microglia were infected with MT + TIP-GFP^73^. Two days after infection cells were imaged on a spinning disk confocal microscope (as above) at 1fps interval for 300 frames and resulting movies were analyzed using TrackMate 7.6^74^. Detection was done with LoG detector at sub-pixel resolution and 0.4 µm radius and threshold varying on expression levels between 1 and 1.8. Spots were linked using the “Simple LAP tracker” (Max linking distance = 1.5 µm, Gap-closing max distance 0.5 µm, Gap-closing max frame gap = 4). Tracks were filtered to have ≥ 4 spots per track and a confinement ratio ≥ 0.8 to exclude non-linear tracks from auto-fluorescent spots. Track results were exported and further summarized per cell and statistically evaluated in R. To determine track directionality, we manually estimated the coordinates of the centrosome as the origin of most tracks in videos and calculated the difference in distance from the first *d*_*0*_ and last *d*_*n*_ spot per track. Tracks with *d*_*n*_ > *d*_*0*_ were defined as outward growing.

### Microtubule spin-down assay

To determine the fraction of polymerized tubulin, we performed spin-down assays using the Microtubule/Tubulin In Vivo Assay Biochem Kit (Cytoskeleton Inc) according to manufacturer’s instructions. We over-expressed hSTMN1[S25AS38A]-TagBFP2 (Vectorbuilder) using AAV infection as above.

### Two-photon microscopy of microglia in acute brain slices

Three-month-old male and female CX3CR1^wt/GFP^ mice (*n* = 9) were used for acute slice preparation. After Avertin (250 mg/Kg) induced anesthesia, the animals underwent intracardiac perfusion of ice-cold carbogenated NMDG artificial cerebrospinal fluid (aCSF, in mM): 92 NMDG, 2.5 KCl, 1.25 NaH_2_PO_4_, 30 NaHCO_3_, 20 HEPES, 25 glucose, 2 thiourea, 5 Na-ascorbate, 3 Na-pyruvate, 0.5 CaCl_2_·2H_2_O, and 10 MgSO_4_·7H_2_O (pH 7.4). Acute brain slices (300 µm) from the forebrain were prepared in the carbogenated NMDG-aCSF at 4 °C. After sectioning, brain slices were first transferred to a recovering chamber containing carbogenated NMDG-aCSF at 37 °C for 15 min and then to a secondary holding chamber containing carbogenated aCSF (mM): 119 NaCl, 2.5 KCl, 2.5 CaCl_2_, 1.3 MgCl_2_, 1 NaH_2_PO_4_, 26.2 NaHCO_3_, and 11 glucose (pH 7.4) at 37 °C for another 15 min. The brain slices then cooled down to room temperature and randomly assigned to 4 different incubation chambers containing carbogenated aCSF with the following treatments: vehicle, Drug (RO-3306, 50 µM), LPS (5 ng/ml), LPS + Drug. At 4- and 8-h timepoints after the treatments, brain slices were fixed with 4% paraformaldehyde in phosphate buffer saline (PBS) for 1 h. Then the slices were washed and kept in PBS before mounting. The slices were placed on slides padded with image spacer (SecureSeal, Grace Bio-Labs) and mounted with antifade reagent (ProLong Diamond, Thermo Fisher). Two-photon imaging was performed using a 60× objective (N.A. 1.1) on a two-photon laser scanning microscope (Ultima 2Pplus, Bruker) with a Ti:Sapphire laser (Coherent) at 920 nm to image GFP-positive microglia. Three stacks of 150 µm optical sections (1024 * 1024 pixels) at 1 µm step were imaged from the upper layer of the cortex of each brain slice, starting at the depth of 50 µm from the surface of the slice. Slices from four mice were excluded from analysis because of poor microglial health in the control condition. Volumetric analysis of microglial morphology from 2P microscopy was performed by surface segmentation in Imaris 10.1 (Oxford Instruments).

### Statistics and reproducibility

Data tables were tidied, filtered and summarized in R (version 4.2.3) in RStudio (version 2023.03.0 Build 386) using tidyverse 2.0.0 and statistically evaluated with rstatix 0.7.2 using two-sided *t*-test or one-way ANOVA and Tukey’s HSD as indicated. Plots were generated using ggplot2 3.4.2 or ggpubr 0.6.0 with significance intervals at **** <1e−04 <*** <0.001 <** <0.01 <* <0.05 < ns. Alternatively, we used Graph Pad Prism 9 for plotting and statistical analysis with two-sided t-tests and ANOVA with Dunnett’s or Tukey’s multiple comparison tests as indicated. For statistics in proteomic and RNA sequencing analyses, please see separate “Methods” sections above. All source data for graphs and their statistical analyses are reported in the Source Data. Schematics shown in Figs. 3a, S5e and 7e were created with BioRender (biorender.com).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Data 1

Supplementary Data 2

### Source data

Source Data

## Data Availability

The raw proteomic data generated in this study have been deposited in the MassIVE repository under accession code MSV000090254 [10.25345/C5TT4FZ0P]. The processed proteomics data are available in the Supplementary Information. The RNA sequencing data generated in this study have been deposited in the NCBI GEO database under accession code GSE238210. Source data are provided with this paper.

# Supplementary material for: Polarized microtubule remodeling transforms the morphology of reactive microglia and drives cytokine release
**Source:** Nat Commun. 2023 Oct 9;14:6322. doi: 10.1038/s41467-023-41891-6
**Supplement:** Supplementary file 10 — Source Data

	Paired t-testdata:  Ramification by Staint = 0.62466, df = 5, p-value = 0.5596alternative hypothesis: true mean difference is not equal to 095 percent confidence interval: -0.01411408  0.02317559sample estimates:mean difference     0.004530753 	Paired t-testdata:  n by Staint = -0.0056215, df = 5, p-value = 0.9957alternative hypothesis: true mean difference is not equal to 095 percent confidence interval: -763.7895  760.4562sample estimates:mean difference       -1.666667

How the deposited data were processed for this re-analysis (not part of the article)

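RNA of primary murine microglia cultured for 24 h with vehicle or with 5 µg/ml LPS was sequenced, with 4 libraries per group. For each library the authors deposited raw counts, the number of uniquely aligned reads assigned to each Ensembl gene by HTSeqGenie after GSNAP alignment to GRCm38, without normalization. The values are whole numbers, and all 8 columns of the table were mapped to a sample. The sample labels and the paper name different library kits and sequencers, and the release of the gene annotation is not named. Gene symbols, positions and transcripts were taken from GENCODE vM21.

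Library totals ranged from 20071921 to 30604447 counts. Counts of up to 3 in every library of a group were treated as the floor, and a fold against such a group is given as a lower bound. Limits and errors from counts cover counting error only, and the SD between the 4 libraries of a group covers the rest.

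Differential expression was tested with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, quasi-likelihood test, two-sided) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. DESeq2 1.42.0 gave the size factors of the gene set scores and an alternative test (Wald). Sets of genes were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1. Scores and tables were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The fits were tested on simulated data with known changes. Of 199 changed genes among 13475 tested, edgeR called 150 (75.4%), and 7.98% of its 163 calls were false. DESeq2 called 172 of 200 (86.0%), and 26.8% of its 235 calls were false. Both shares of false calls lie above the threshold of 0.05, that of DESeq2 by far more. They come from a single simulated data set with far fewer changed genes than the 8877 called in the real data. They are therefore not the shares of false calls among the real ones.

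Gene set scores followed the paper's definition. Differences between groups were tested by two-sided exact permutation of the 70 divisions of the 8 libraries into 4 and 4, and adjusted over the 7 cell types. Margins within a library were tested by exact sign flips. The set of marker genes of a type was searched so that its scores equal those in the paper's source data, and the fixed list was used where no set was found. The search used a narrower tolerance inside its steps than the one that decided a match, so a set that matches within the stated tolerance alone may have been missed.

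The comparisons, the fixed marker lists, the rule for named genes and the alternatives were written before the data were examined, except for a cell cycle result restricted to genes with at least 10 counts in every library, the change of the margin after LPS, and the candidate markers of the search, which were chosen after seeing the data. Named genes are the inflammatory, microtubule and identity genes the paper names, the 10 markers of each set, Cdk1, Mki67 and Top2a, the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM (counts scaled to the library size after TMM normalization) of at least 1 and no overlap between the groups, and the 3 largest mRNA changes opposite to the protein change. Some marker genes, left out after their values were seen and not because of them, count in the scores but are not reported singly here. This gave 107 genes, of which 81 passed the filter. A list of 94 S and G2/M phase genes was compared between groups. The mRNA change was set against the protein change at 24 h in the paper's source data (Fig. 3e, f), with 1 protein value per gene.

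The alternatives were DESeq2 in place of edgeR, no filter on low counts, at least 10 counts in every library, upper quartile normalization, a replicate block, a stricter adjusted p of 0.01, a minimum log2 change of 1, and leaving out each library in turn. For the scores they were TMM-normalized CPM with a pseudocount of 1, a pseudocount of 0.1, the median over the markers, and the fixed marker lists. For proteins they were the mean of the values of a gene and a minimum mean log2 CPM of 1.

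The paper does not say whether libraries with the same replicate number share a starting culture. Across 8382 genes with a mean log2 CPM of at least 3, the deviations from the group means of same-numbered vehicle and LPS libraries correlated with r of 0.361, 0.183, 0.183 and 0.130 for replicates 1 to 4. All are over 0.1, the limit taken here for treating the numbers as pairs. For replicates 2 and 4 the exchanged pairs (0.154 and 0.141) correlated about as much, so the pairing of these is not settled. The mean of the same-numbered pairs, 0.214, was the highest of the 24 possible pairings, and the next was 0.210. Results with a replicate block are therefore given beside those without it. The labels give no library or sequencing batch, so a batch that follows the groups was not tested. Gene names shared by reads of paralogs were checked with windows of 50 bases of each transcript, and overlapping exons with the annotation. Raw reads were not used here.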

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

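The comparisons with edgeR, of the cell cycle list and of mRNA with protein were written before the data were examined. Among tests of explanations, the counts of other splits of the libraries and the comparison of library correlations were set before their results were seen. So were the correlations of same-numbered libraries and the share of shared windows of Stmn1. All other tests of explanations in this part were chosen only after the result was seen.

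The paper reports the gene set scores from these libraries and no test of single genes. With edgeR, 8877 of 13847 tested genes had an adjusted p under 0.05, 4191 higher and 4686 lower after LPS. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many, the real one. The other 34 splits gave 0 genes, with 9 to 1529 genes at an unadjusted p under 0.05 against 9394 in the real split. Only 8 splits part all 4 same-numbered pairs, and of these 1, the real one, gave as many. Several technical explanations were tested as the whole cause. With every library thinned to 20071921 counts, 8757 genes were called, 8617 of them shared with the 8877. Without the 196 genes that took over 0.1% of a library, 8715 were called (8457 shared). With the trends over GC content and transcript length removed, 9147 were called (8300 shared), 4908 higher and 4239 lower, so the larger share moved from lower to higher genes. Across genes, the log2 fold change had a Spearman correlation of −0.0998 with GC content and −0.0914 with length. Every library correlated more with each library of its own group than with any of the other, by at least 0.12 (LPS replicate 1), which argues against an exchanged sample. These values argue against depth, abundant genes, GC or length and a mislabelled library as the whole cause. What these tests leave is a response to LPS, the comparison that was set before the data were examined. The other explanations were tested on the same data, and a batch that follows the groups was not tested.

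A list of S and G2/M phase genes was lower after LPS in these libraries. The paper followed proliferation by staining, a separate measurement, and reports fewer mitotic cells after LPS. Of the 94 genes of the list, 93 were tested, with a median log2 fold change of −2.58. With edgeR, 80 were lower and 3 higher at an adjusted p under 0.05 (82 and 3 adjusted over the list alone). The higher ones were Tubb4b (2.40), Hjurp (1.00) and Pold3 (0.81), and they were singled out after their values were seen. The two-sided p was 4.09e-16 with camera and 2.09e-04 with fry. Within replicates 1 to 4 the median was −1.68, −2.08, −2.46 and −2.43. No gene of the list had all LPS libraries at the floor. Of 10000 random lists matched for expression, 0 had a median as low, their lowest was −0.79, and their median was −0.22. Of the 35 splits, 1, the real one, gave an absolute median as large, and the largest of the others was 1.71. Among the 8 splits that part all pairs the next was 1.60. Upper quartile normalization shifted the median of all tested genes by −0.156, far under the median of the list, which argues against the scaling as the cause. A loss of all OPCs alike would lower the list by at most the fall of the OPC genes. A loss of the cycling OPCs alone could lower it further, which the comparison below cannot test. Within replicates the list fell further than 11 tested OPC genes, by a difference of −1.08 ± 0.66 (SD, n = 4), but with the 9 of them over 2 CPM in vehicle it did so in only 3 replicates (0.17 in replicate 2). Vehicle replicate 3, whose OPC genes lay 2.20 below the mean of the other vehicle libraries on the log2 scale, had a list median 0.56 above theirs, a comparison of 1 library. A loss of cycling OPCs stays open, and cycling cells of other types were not tested. Removing depth, abundant genes or GC and length trends left medians of −2.59, −2.54 and −2.52. Less cycling of microglia after LPS may explain the fall, as a hypothesis, and the staining in the paper goes the same way. The comparison was set before the data were examined, but whether the cycling cells were microglia was not tested here.

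The mRNA change was set against the protein change that the paper gives at 24 h. Of 827 genes named among these proteins, 812 were matched and 778 were tested. Across these genes, which are not independent replicates, Pearson's r was 0.825 and Spearman's rho 0.841, and 91.9% had the same sign. The proteins were those past the paper's own threshold, which favours a high correlation. For 411 genes with a higher protein, 369 mRNAs were higher and 11 lower at an edgeR adjusted p under 0.05. For 367 with a lower protein, 285 were lower and 22 higher. Of the 35 splits, 4 gave a correlation as large, the largest other being 0.826, so the value is not singular to the real grouping. In the 16 splits that exchange 1 library per group it was at least 0.750, and in the 18 that exchange 2 at most 0.337. Of the 8 splits that part all pairs, 2 gave a correlation as large, the other also 0.825. Pearson's r does not depend on the size of the change, so splits that keep most of the contrast keep r, and the count of splits does not test it. Within each replicate alone r was 0.809 to 0.855, and the splits that exchange 2 libraries per group stay far below, which argues against a grouping by chance.

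The paper follows microtubule proteins after LPS. Of 9 genes it names, the mRNA of 5 was past an edgeR adjusted p of 0.05. Stmn1 had a log2 fold change of −3.55 (adjusted p = 6.31e-04), Cdk1 −2.89 (1.95e-06) and Pcnt −0.67 (0.0098). Map4 was at 0.92 (8.15e-05) and Golga2 at 0.87 (2.24e-05). Akap9 (−0.24, adjusted p = 0.225), Tubg1 (0.16, adjusted p = 0.413), Camsap2 (−0.046, adjusted p = 0.794) and Mapre1 (0.20, adjusted p = 0.112) were not past it. Stmn1 counts were 19, 31, 35 and 32 in vehicle and 1, 4, 1 and 0 after LPS, and its log2 fold change was −4.62 without LPS replicate 2. Of the 50-base windows of its transcript, 36.5% also occur in other transcripts, most of them of the pseudogene Gm11223. Uniquely aligned reads from these windows are lost. At even coverage this lowers the count by 1.57-fold at most, and with these reads added back the vehicle mean would be 1.57 CPM against a median of 14.5 CPM over the tested genes. This argues against lost reads as the whole cause of the low count, and the lost share is the same in each group, so it does not bear on the fold change. Tubg1 shares 14.1% of its windows with other transcripts, most with Tubg2, and its value is uncertain for this reason. Depth and scaling were tested on all genes above, and no other cause was tested for these genes. A response to LPS stays open.

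In 175 groups of 4 libraries, 24 held 1 library far from the others (a gap to the nearest, as a share of the range, above Dixon's critical value). For independent normal values 8.8 would be expected. Among groups of gene values it was 23, with 7.8 expected on the same terms. CPM values of genes that vary together or have few counts need not meet these terms, so the excess is only a guide. Of the 24, 23 lie in replicates 1 and 3. In vehicle replicate 1 the ratio was 0.843 for Il1b, 0.849 for Il6, 0.958 for Arg1, 0.865 for Stmn1, 0.896 for Mbp, 0.857 for Cspg4 and 0.887 for U90926. In vehicle replicate 3 it was 0.898 for Tubg1, 0.836 for Aif1, 0.878 for Ednrb and 0.914 for Clec10a, and in vehicle replicate 4 0.881 for Gm5086. In LPS replicate 1 it was 0.902 for Cdk1, 0.862 for F3, 0.908 for Gja1, 0.907 for Dlx1, 0.887 for Dlx6os1 and 0.942 for Il19. In LPS replicate 3 it was 0.937 for Ccl2, 0.846 for Mapre1, 0.973 for Ly86, 0.909 for Flt1 and 0.881 for Tnfrsf23. After thinning to equal depth, 18 groups of gene values were still past this limit, which argues against depth as the whole cause. A candidate explanation is that replicates 2 and 4 share a culture or batch, which leaves 1 and 3 far from them. The deviations of vehicle 2 with LPS 4 and of vehicle 4 with LPS 2 correlated across genes with r of 0.154 and 0.141, above every other pair of different numbers (at most −0.00650). The chi-square per degree of freedom between replicates 2 and 4, 10.1 in vehicle and 6.45 after LPS, was also below that of the other pairs (at least 32.8). A difference between the cultures themselves was not tested.

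The OPC score of LPS replicate 3, 4.17, lay far below 5.61 to 5.86 in the other LPS libraries (ratio 0.854). The OPC and GABA-ergic Neuron scores were lowest in replicate 3 of each group. So was the Oligodendrocyte score (4.35 in vehicle and 3.18 after LPS), so the pattern was not specific to OPCs. A candidate explanation for the OPC score is fewer OPCs in culture 3. Of 6 OPC genes with counts outside the set, 4 (Olig1, Olig2, Lhfpl3 and Sox10) were lowest in replicate 3 of both groups, where chance gives 1 in 16 per gene. The list was written before this test, and how many of its genes microglia also express was not tested. This reading needs same-numbered libraries to share a starting culture. For replicates 1 and 3 the r of same-numbered libraries was 0.361 and 0.183, above every pair of other numbers with either of them (at most −0.00650), which fits a shared culture, though a batch that follows the numbers would give the same. For replicates 2 and 4 it cannot be told apart from a closeness of these cultures, since the lowest r of same-numbered libraries was 0.130, below the 0.154 of vehicle 2 with LPS 4.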

How the results depend on the processing

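The restriction of the cell cycle list to genes with at least 10 counts in every library and the change of the margin were chosen after seeing the data, and no other test of this part was.

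The number of genes changed by LPS stayed within 1.5 times of 8877 under every alternative run but one. It was 9747 with DESeq2 (8592 shared), 9408 with no filter, 9044 with a replicate block (8523 shared), 9070 with upper quartile normalization, 7460 with at least 10 counts in every library and 7019 at an adjusted p under 0.01. It ranged from 8031 (without vehicle replicate 4) to 9314 (without LPS replicate 3). Against a minimum log2 change of 1 it was 3374, 1544 higher and 1830 lower, since this test asks for larger changes. Upper quartile normalization moved the median log2 fold change of all genes from −0.11 to −0.27, and gave 3589 higher and 5481 lower genes.

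The cell cycle median was −2.54 with DESeq2, −2.62 with no filter, −2.56 with a replicate block and −2.75 with upper quartile normalization, and −2.78 to −2.47 across leave-one-out fits. With at least 10 counts in every library, 63 genes of the list were tested, with a median of −1.90 and 52 lower, since this filter drops genes that are low after LPS. The two-sided p of the list was then 1.57e-10 with camera and 3.34e-04 with fry. The share of mRNAs with the sign of the protein was 90.6% with DESeq2, which tests more genes, and 91.2% to 92.1% across leave-one-out fits. Pearson's r stayed between 0.816 and 0.83 in all these settings.

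With a pseudocount of 0.1, the adjusted permutation p was 0.05 for the Microglia (−1.88), Astrocyte (0.47), Endothelial Cell (0.92) and Oligodendrocyte (−1.55) differences and 0.286 for Glutamatergic Neuron (−0.32). With the median over the markers it was 0.0667 for Microglia (−1.03), Astrocyte (1.71) and Oligodendrocyte (−2.11), 1 for Glutamatergic Neuron (−0.10) and 0.467 for Endothelial Cell, which reversed (−0.32). With the fixed lists it was 0.0667 for Microglia (−2.22), 0.133 for Oligodendrocyte (−0.45) and for OPC (−1.57), and 0.943 for Astrocyte, which reversed (−0.030). For Microglia the unadjusted permutation p stayed at 0.0286, its minimum, in each of these settings, and the adjusted value moved with the other types. For the reversed and the other weaker scores the cause was not tested. TMM-normalized CPM changed no direction and no side of the threshold. Across leave-one-out fits the differences were −1.96 to −1.74 (Microglia), 0.54 to 0.81 (Astrocyte), 0.77 to 0.88 (Endothelial Cell), −1.11 to −0.82 (Oligodendrocyte), −0.38 to −0.22 (Glutamatergic Neuron), −1.41 to −0.78 (GABA-ergic Neuron) and −1.43 to −0.58 (OPC). The smallest permutation p is still 0.0286 with 1 library left out, and the Microglia adjusted p was 0.04 without vehicle replicate 3 and 0.05 without any other. Leaving out a library also took the adjusted permutation p of the Astrocyte, Endothelial Cell, Oligodendrocyte and Glutamatergic Neuron differences to 0.05 or more, up to 0.08 for Astrocyte and 0.12 for Glutamatergic Neuron (without vehicle replicate 1). The exceptions were Endothelial Cell, Oligodendrocyte and Glutamatergic Neuron without vehicle replicate 3. Without it, the OPC difference passed the threshold (−1.43). With a replicate block the sign-flip permutation p of each score was 0.125, the smallest that 4 pairs allow, which says nothing about stability.

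The margin of the Microglia score moved to 6.25 in vehicle libraries with TMM-normalized CPM. In LPS libraries it moved to 4.02 with these, 6.45 with a pseudocount of 0.1, 6.43 with the median and 6.36 with the fixed lists. The cause was not tested. Leave-one-out margins were 6.79 to 7.47 in vehicle and 5.45 to 5.75 after LPS.

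Of the microtubule genes, Akap9 passed the threshold with upper quartile normalization (−0.41, adjusted p = 0.0438) and without LPS replicate 3 (−0.41, adjusted p = 0.0183), with leave-one-out values of −0.41 to −0.13. Mapre1 passed it with DESeq2 (0.25, adjusted p = 0.0430). Camsap2 reversed with DESeq2 (0.0095) and in leave-one-out fits (−0.17 to 0.050). The cause was not tested. Of 72 other named genes, 56 were past the threshold, 52 of them in every setting, and 0 of these 56 reversed. Genes not past it reversed. Aif1 was at −0.034 with no filter, −0.15 with upper quartile normalization and −0.091 to 0.32 in leave-one-out fits, and Ctss at −0.019, −0.14 and −0.063 to 0.15. Gad1 was at −0.034 with upper quartile normalization and −0.41 to 0.35 in leave-one-out fits, and Slc32a1 at −0.55 to 0.19 in leave-one-out fits. Their counts or differences are small, and the cause was not tested. Of 288 values of these genes outside leave-one-out fits, 3 lost and 20 gained the threshold, and of 576 leave-one-out values 19 and 12 did. The replicate block brought 9 genes past it (Tmem119, Pdgfra, Ptprz1, Scrg1, Tnr, Camk2a, Gad2, Dlx2 and Dlx6os1) and took 0 away.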

Differences from the paper's values

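No test was added in this part after a result was seen. For the Microglia, Astrocyte, Oligodendrocyte and OPC scores the sets were chosen to equal the paper's scores, so they are not compared here. The paper's values are means over its source data, with the SD over the 4 libraries where given.

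The Endothelial Cell score was 2.95 in vehicle against the paper's 7.89 (SD 0.33) and 3.77 after LPS against the paper's 8.36 (SD 0.14). Here the fixed list stood in for a set that was not found. None of the alternatives set before the data were examined closed either gap. The difference between groups was 0.82 against the paper's 0.47 (SD 0.33). It lay within the paper's SD with TMM-normalized CPM (0.71, with lower scores in both groups), without vehicle replicate 1 (0.77) and without vehicle replicate 4 (0.78), and under no other alternative.

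The Glutamatergic Neuron score was 1.98 in vehicle against the paper's 4.69 and 1.66 after LPS against the paper's 4.04, and none of the alternatives set before the data were examined closed these gaps. The GABA-ergic Neuron score after LPS was 2.94 against the paper's 4.62, and none of the alternatives set before the data were examined closed the gap. It narrowed to a ratio under 1.5 with the median over the markers (3.44) and without LPS replicate 3 (3.24), but stayed larger than the SDs of both sides. In vehicle it was 4.01 against the paper's 5.17 (SD 0.51), also apart by more than the SD, at a ratio under 1.5. With the median over the markers the vehicle score was 4.77, within the paper's SD.

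The margin of the Microglia score over the highest other score was 7.22 in vehicle against the paper's 5.79, and 5.54 after LPS against the paper's 3.45. In vehicle the margin came within its SD of the paper's with TMM-normalized CPM (6.25, SD 0.50). That scaling lowers every score, the Microglia score to 9.20 against the paper's 13.68 and the Endothelial Cell score to 0.98 against the paper's 7.89, so the scores behind the margin moved away from the paper's. The median over the markers (6.97) brought the paper's value within the SD only because that SD was larger (1.72), so it did not close the gap in size either. After LPS the gap closed under none of the alternatives set before the data were examined. In the paper's source data the highest other score is that of Endothelial Cell in all 8 libraries, while here it was OPC or Astrocyte, with Endothelial Cell scored by the fixed list.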

Other observations

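The edgeR tests of named genes and the differences of the scores were written before the data were examined. The tests of explanations in this part, and that of the margin, were chosen only after the result was seen.

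The inflammatory genes named in the paper rose in these LPS libraries, which are not the samples of its qPCR and cytokine measurements. With edgeR, the log2 fold change was 13.45 for Nos2 (adjusted p = 3.75e-08), 10.73 for Ptgs2 (3.61e-07), 4.33 for Tnf (5.06e-07) and 6.38 for Il1b (1.19e-05). It was 9.85 for Il1a, 8.68 for Ccl7, 6.93 for Ccl2 and 2.59 for Il18. Without vehicle replicate 3, the highest of its group for Ccl7 and Ccl2, these 2 were at 10.01 and 7.89. Without vehicle replicate 1, Il1a was at 10.55 and Il1b at 6.98, and without LPS replicate 3 Il1a was at 9.18. Exons on the opposite strand overlap 11.2% of the exonic bases of Il1a, so its count is uncertain. Il12b was at the floor in vehicle and at least 615-fold higher after LPS, a bound that rests on LPS replicate 3 and is 235-fold without it. Il6 had a log2 fold change of 11.97 and rests on 12 counts in vehicle replicate 1, with 14.16 without it. Of genes linked to anti-inflammatory states, Il10 (7.78) and Arg1 (10.51, with 9.89 without LPS replicate 3 and 11.19 without vehicle replicate 1) rose too, while Chil3 and Retnla were listed at 0 in every library. The paper's protein changes at 24 h were 6.64 for Nos2, 6.79 for Ptgs2, 4.10 for Tnf, 5.66 for Il1b, 5.51 for Il1a and 1.96 for Il6 on the log2 scale.

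Of identity genes, Cx3cr1 fell to 6.43 CPM after LPS (log2 fold change −7.26, edgeR adjusted p = 3.75e-08), Trem2 to 13.4 (−5.36, adjusted p = 8.73e-07) and Cd68 to 467 (−1.14, adjusted p = 3.19e-05). Aif1 stayed at 126 (adjusted p = 0.993). The Tmem119 log2 fold change was −1.21 (adjusted p = 0.0589), with leave-one-out values of −1.82 to −0.75. It was −1.33 and past the threshold with a replicate block. DESeq2, no filter and upper quartile normalization, each with all libraries, also brought it past the threshold, with an adjusted p of 0.0318 to 0.0426. Mki67 (−4.36) and Top2a (−4.80) fell, as did Cdk1 above.

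The Microglia score fell by 1.87 after LPS. A lower share of microglia in the LPS libraries would lower all its markers alike, but Fcer1g rose (log2 fold change 1.63) while Gpr34 fell (−6.19), which argues against it as the whole cause. The margin over the highest other score changed by −1.68 (two-sided exact permutation p = 0.0286, the smallest possible, and 0.125 by sign flips within replicates), a test added after seeing the data. A change of microglial gene expression after LPS may explain the fall, as a hypothesis.

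The Astrocyte score rose by 0.70. If a lower share of microglia were the cause, other scores would rise as well, but the Oligodendrocyte score changed by −1.0, more than its SD in either group. The test was first written for the OPC score, whose change of −0.98 was within its SD, and the Oligodendrocyte score was taken in its place. With the fixed list the Oligodendrocyte score changed by −0.45 (adjusted permutation p = 0.133). The Endothelial Cell score rose by 0.82, while the Glutamatergic Neuron (−0.32) and GABA-ergic Neuron (−1.07) scores fell. Since the scores go both ways, a lower share of microglia as part of the cause stays open. Reads from more astrocytes may also raise the Astrocyte score. The 6 astrocyte genes of the fixed list with counts outside the set had a median change of −0.67, 2 higher and 4 lower, and their mean went from 4.65 ± 0.77 to 4.18 ± 0.72 (SD, n = 4 each, two-sided exact permutation p = 0.4). Since they go both ways within their spread, more astrocytes cannot be told apart from changes of these genes in microglia. In the set itself Gja1 (5.79), Mt2 (3.55), Sdc4 (2.68), F3 (2.62) and Pla2g7 (1.69) rose, and Aqp4 (−3.34) and S1pr1 (−4.92) fell. F3 was at 1.66 without LPS replicate 1. The Pla2g7 log2 fold change (edgeR adjusted p = 0.0367) lost the threshold in 5 of the 8 leave-one-out fits, with an adjusted p of 0.108 without LPS replicate 1, and with upper quartile normalization (0.0529). Exons on the opposite strand overlap 11.0% of the exonic bases of Pla2g7, so its count is uncertain if strand was not used. Of the Endothelial Cell list, Pecam1 (4.33, with leave-one-out values of 4.09 to 5.00), Cdh5 (2.98) and Flt1 (1.77) rose, and Cldn5 was listed at 0. Of the OPC set Vcan rose (1.88) and Cspg4 fell (−4.11).

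By the fitted log2 fold change, the rule for named genes took Stfa3 (at least 955-fold), Gm5483 (at least 640-fold), Il19 (log2 fold change 14.05), Nos2 and U90926 (12.77) as the rises. The place of Stfa3 and Gm5483 rests on a fitted value over a vehicle group at the floor, and their bounds lie below the rises of Il6, Ptgs2 and Arg1 above. Without 1 library the bound is at least 647-fold for Stfa3 and 407-fold for Gm5483 (without LPS replicates 1 and 3 in turn). Without vehicle replicate 1, Il19 was at 15.85 and U90926 at 15.25. As the falls it took Hpgd (−11.75), Asb10 (at least 74.8-fold lower), Gm5086 (at least 72.5-fold), Gm45540 (at least 40.1-fold) and Clec10a (at least 27.8-fold). Those with bounds had an LPS group at the floor, and the fall of Cx3cr1 (−7.26) exceeds each of these bounds, so they are not shown to be the largest falls. The value of Clec10a rests on vehicle replicate 3, at 12.9 CPM against at most 2.21 in the other libraries of its group, and the bound is 10.5-fold without it. Gm5483 and Clec10a share 10.8% and 10.6% of their windows with other transcripts and are uncertain. Gm45540 lies within the span of Hpgd on the same strand, outside its exons. The fall of Gm45540 is therefore not shown to be separate from that of Hpgd.

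The mRNA of 33 genes changed past the threshold in the direction opposite to the protein. The largest were Tmem176b (log2 fold change −4.25, edgeR adjusted p = 2.95e-07, the paper's protein 1.10), Ckap2 (−3.41, 1.90e-05, protein 1.60) and Tnfrsf23 (2.86, 3.13e-04, protein −1.09). Tnfrsf23 was at 2.24 without LPS replicate 3, and 21.8% of its windows occur in other transcripts, most in Tnfrsf22, so it is uncertain.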
